# Silencing of TGFβ signalling in microglia results in impaired homeostasis

**DOI:** 10.1038/s41467-018-06224-y

**Published:** 2018-10-01

**Authors:** Tanja Zöller, Artur Schneider, Christian Kleimeyer, Takahiro Masuda, Phani Sankar Potru, Dietmar Pfeifer, Thomas Blank, Marco Prinz, Björn Spittau

## Abstract

TGFβ1 has been implicated in regulating functional aspects of several distinct immune cell populations including central nervous system (CNS) resident microglia. Activation and priming of microglia have been demonstrated to contribute to the progression of neurodegenerative diseases and, thus, underlie stringent control by endogenous regulatory factors including TGFβ1. Here, we demonstrate that deletion of *Tgfbr2* in adult postnatal microglia does neither result in impairment of the microglia-specific gene expression signatures, nor is microglial survival and maintenance affected. *Tgfbr2*-deficient microglia were characterised by distinct morphological changes and transcriptome analysis using RNAseq revealed that loss of TGFβ signalling results in upregulation of microglia activation and priming markers. Moreover, protein arrays demonstrated increased secretion of CXCL10 and CCL2 accompanied by activation of immune cell signalling as evidenced by increased phosphorylation of TAK1. Together, these data underline the importance of microglial TGFβ signalling to regulate microglia adaptive changes.

## Abstract (web summary)

While previous studies had shown the requirement of TGFβ signalling in microglia gene expression, the specificity of the loss-of-function was unclear. Here, Zöller and colleagues generate microglia specific cKO of TGFβ receptor 2, and show dispensable function of *Tgfbr2* in microglial survival and the requirement of *Tgfbr2* in morphological and transcriptional homeostasis of adult microglia.

## Introduction

Microglia represent the specific immune cell population of the central nervous system (CNS), are involved in physiological CNS functions and further participate in the development, progression as well as the resolution of pathological conditions^1,2^. As part of the innate immune system, microglia are able to sense pathogen-associated molecular patterns and danger-associated molecular patterns resulting in acute microglia reactivity^3^. However, chronic stimulation of microglia has been shown to induce a hyper-reactive phenotype which is referred to as primed and which is characterised by prolonged and exacerbated reactions. Primed microglia have been detected in several neurodegenerative diseases and during aging of microglia^4,5^. Recent studies have demonstrated that microglia derive from primitive macrophage precursors^6^ involving PU.1- as well as IRF8-dependent signalling pathways^7^. Homing of microglia towards the CNS parenchyma is mediated by the CSFR1/IL-34 receptor/ligand pair and occurs during mid and late embryonic development^6,8^. Microglia develop a specific gene expression signature in the CNS parenchyma, which is distinct from the molecular signature of monocytes and monocyte-derived macrophages providing the possibility to segregate these distinct cell populations from each other^9,10^. The cell-surface protein TMEM119 was recently characterised as a microglia-specific marker in mouse and human and has been further used to determine that mouse microglia adopt their specific gene expression signature within the first two postnatal weeks^11^. This distinct microglial molecular signature was absent in mice with a CNS-specific deletion of transforming growth factor beta 1 (TGFβ1) and mutant mice displayed a reduction in microglia numbers which was observed from postnatal day 20 into adulthood. Moreover, postnatal development and survival of these mutant mice were impaired suggesting the contribution of mechanisms outside of the CNS to the phenotype development^12^. Nevertheless, it remains elusive whether the observed effects are dependent on microglial TGFβ signalling or whether secondary effects mediated by TGFβ-sensitive CNS cell populations, such as neurons, astrocytes or oligodendrocytes are responsible for the microglial phenotype reported by Butovsky et al.^12^. However, the above-mentioned results identified TGFβ1 as an essential endogenous factor to promote microglial maturation as a prerequisite for adequate microglia functions in the adult CNS. TGFβ1 has previously been described as a potent immunoregulatory factor for microglia in vivo and in vitro^13–15^.

TGFβ-signalling is propagated by binding of TGFβ to the TGFβ receptor type II (Tgfbr2) that phosphorylates the TGFβ receptor type I (Tgfbr1), thus, triggering the kinase activity of Tgfbr1^16,17^. Receptor-associated signalling mediators Smad2 and Smad3 are the primary phosphorylation targets of Tgfbr1 and form a complex with the common mediator Smad4 to translocate to the nucleus and to further regulate the expression of TGFβ target genes^18^.

Unfortunately, the postnatal lethality of TGFβ1-deficient mice due to severe systemic immune effects limited the analysis of the TGFβ1-mediated regulation of microglia activation in adult mice^19^. Moreover, lethal embryonic phenotypes of *Tgfbr2-* and *Smad4*-deficient mice restricted the evaluation of TGFβ-signalling in adult microglia^20,21^. Taking advantage of the unique microglial nature and the development of new genetic tools^22^ we addressed the role of TGFβ-signalling during microglial maintenance and quiescence in adult mice.

Here, we used *Cx3cr1Cre*^*ERT2*^ mice to induce the conditional deletion of the ligand-binding receptor *Tgfbr2* in adult microglia. Our data indicate that postnatal silencing of microglial TGFβ-signalling impairs microglia quiescence rather than compromising microglia maintenance and survival in vivo. Moreover, RNAseq-based gene expression analysis revealed that silencing TGFβ signalling in adult microglia does not affect the postnatally induced microglia-specific gene expression pattern but results in microglia activation and priming. We further demonstrate that increased TAK1 phosphorylation in *Tgfbr2*-deficient microglia and enhanced cytokine release could be detected suggesting the loss of microglial quiescence. Overall, these data underline the importance of TGFβ-signalling for regulation of microglia activation and further indicate that the maturation and maintenance functions of TGFβ1 take place at earlier postnatal stages. Finally, the mutant mouse line introduced in the present study constitute a powerful tool to analyse the contribution of microglial TGFβ signalling in neuropathological conditions associated with microglia activation.

## Results

### Induction of postnatal *Tgfbr2* deletion in microglia

In order to evaluate the importance of TGFβ-signalling for postnatal microglia survival and maintenance, a conditional microglia/macrophage-specific mutant mouse line for *Tgfbr2* was generated by crossing *Cx3cr1*^*CreERT2*^ mice to mice carrying loxP^−^site-flanked (floxed) alleles of *Tgfbr2* to obtain *Cx3cr1*^*CreERT2*^:*Tgfbr2*^*fl/fl*^ mice. The ROSA26-YFP (*R26-yfp*) mouse line was additionally crossed into the *Cx3cr1*^*CreERT2*^:*Tgfbr2*^*fl/fl*^ line, resulting in the transgenic line *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ (Fig. 1a). Tamoxifen (TAM)-induced recombination in vivo (Supplementary Fig. 1A) and in vitro (Supplementary Fig. 1B) resulted in the deletion of the floxed Exons 2/3 of the *Tgfbr2* gene which code for the ligand-binding domain of the receptor (Fig. 1b). Sequencing of recombined primary microglia and qPCR after recombination in vitro and in vivo using exon-specific primers revealed deletion of Exons 2/3 in *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ microglia (Supplementary Fig. 1). Noteworthy, lack of Exons 2/3 did not affect the reading frame of *Tgfbr2* and, thus, recombined microglia expressed a dominant negative form of Tgfbr2 with normal serine/threonine kinase activity but abrogated ligand-binding capacity (Fig. 1b). In order to exclude phenotypic effects obtained due to *Cx3cr1* haploinsufficiency in *Cx3cr1*^*CreERT2*^ mice or TAM itself, additional control groups were used throughout this study. *Cx3cr1*^*+/+*^*:R26-yfp,Tgfbr2*^*fl/fl*^ mice treated with TAM (+/+TAM) and *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ mice treated with corn oil (cre/+OIL) were considered as controls, whereas *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ mice treated with TAM (cre/+TAM) are referred to as recombined knockout mice in vivo. Similar control groups were used for in vitro experiments where ethanol served as the solvent for TAM (+/+EtOH, +/+TAM, Cre/+ EtOH, Cre/+ TAM). In order to test the recombination efficacy detection of stable YFP expression in microglia was assessed in vitro (Fig. 1c) and in vivo (Fig. 1d), as also described recently^22^. In both conditions, recombination rates of approximately 80% of F4/80^+^ microglia were achieved (Fig. 1c, in vitro 79.77 ± 6.69% YFP^+^ cells, Fig. 1d, in vivo 82.28 ± 18.53% YFP^+^ cells). Recombination efficacy was further analysed in CD115^+^/Ly6C^low^ blood monocytes 1 week and 4 weeks after TAM injections to monitor the turnover of peripheral Cx3cr1^+^ myeloid cells. While a time-dependent reduction of YFP^+^ blood monocytes from 43% (1 week) to 9.8% (4 weeks) could be detected, the numbers of F4/80^+^/YFP^+^ microglia remained stable (Supplementary Fig. 2). Next, we validated the insensitivity of recombined microglia towards TGFβ1. Whereas recombinant TGFβ1 (5 ng/ml, 2 h) induced phosphorylation and nuclear translocation of SMAD2 in control microglia, no SMAD2 phosphorylation and nuclear translocation were detected in mutant microglia (Fig. 1e, f). Together, these data demonstrate that TAM-induced recombination resulted in the stable deletion of *Tgfbr2* Exons 2/3 and abrogation of SMAD2-mediated TGFβ1 signal transduction in mutant microglia.

**Fig. 1:**
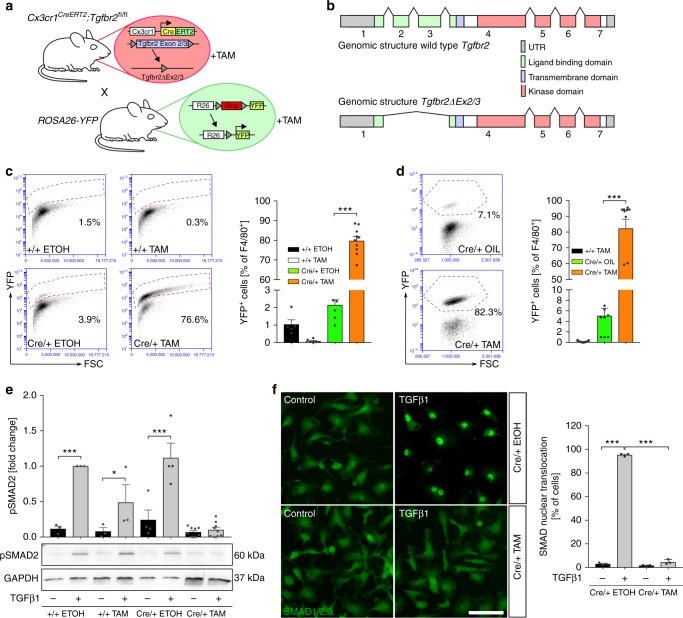
Successful microglia-specific knockout of Tgfbr2 in vitro and in vivo. **a** Scheme illustrating breeding strategy to obtain *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ mice for TAM-induced deletion of *Tgfbr2* Exons 2/3 and induction of YFP reporter gene expression. **b** Genomic structure of wild-type and mutant *Tgfbr2* after TAM-induced recombination. **c** Flow cytometric analysis of microglia 3 days after TAM-induced recombination in vitro for expression of YFP. Data are presented as mean ± SEM (+/+ EtOH *n* = 5, +/+ TAM *n* = 6, Cre/+ EtOH *n* = 7, Cre/+TAM *n* = 10). *P* values derived from one-way ANOVA are ***p < 0.001. **d** Flow cytometric analysis of YFP reporter gene expression 4 weeks after recombination in vivo. Data are given as means ± SEM (+/+ TAM *n* = 12, Cre/+ OIL *n* = 8, Cre/+ TAM *n* = 10). *P* values derived from one-way ANOVA are ***p < 0.001. **e** Primary microglia from newborn *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ were recombined in vitro. Control (+/+ EtOH, +/+ TAM, Cre/+ EtOH) and knockout (Cre/+ TAM) samples were treated with TGFβ1 (5 ng/ml) for 2 h. Quantification of SMAD2 phosphorylation (pSMAD2) after densitometric evaluation and GAPDH normalisation (+/+ EtOH *n* = 3, +/+ TAM *n* = 3, Cre/+ EtOH *n* = 4, Cre/+ TAM *n* = 9). Data are given as fold changes compared to +/+ EtOH-treated samples. *P* values derived from one-sample *t* tests are *p < 0.05 and ***p < 0.001. **f** Nuclear translocation of SMAD2 was determined in primary microglia after treatment with TGFβ1 (5 ng/μl) for 2 h. Scale bar represents 50 µm. Data are given as means ± SEM from three independent experiments. *P* values derived from one-way ANOVA are ***p < 0.001

### Tgfbr2 is dispensable for microglia survival and maintenance

Body weight and survival of knockout mice as well as impaired microglia maintenance has been described in mice lacking expression of TGFβ1 in the CNS^12^. In order to evaluate the contribution of microglial TGFβ signalling to these phenotypes, body weight and survival of *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ mice was analysed. Interestingly, no impairment of body weight increase up to 160 days after recombination could be observed (Fig. 2a). Moreover, mouse survival as analysed up to 315 days after recombination was not affected (Fig. 2b). Quantifications of cortical Iba1^+^ microglia were performed early (60 days) and late after TAM-induced recombination (150 days). At both time points, no significant differences in microglia numbers between controls and knockout samples could be detected (Fig. 2c). However, distinct morphological changes of microglia could be observed after TAM-induced recombination (Fig. 2d, e). In order to address whether neurons numbers were affected by loss of microglial TGFβ signalling, cortical NeuN^+^ cells were quantified. As depicted in Fig. 2f, g, normal distribution of cortical neurons in layers 3−5 could be observed 60 days after recombination. Moreover, no significant changes in neuron numbers were detected 60 days and 150 days after TAM-induced recombination (Fig. 2h). Collectively, these data indicate that TGFβ signalling is dispensable for postnatal survival and maintenance of adult microglia and does not affect the survival of cortical neurons.

**Fig. 2:**
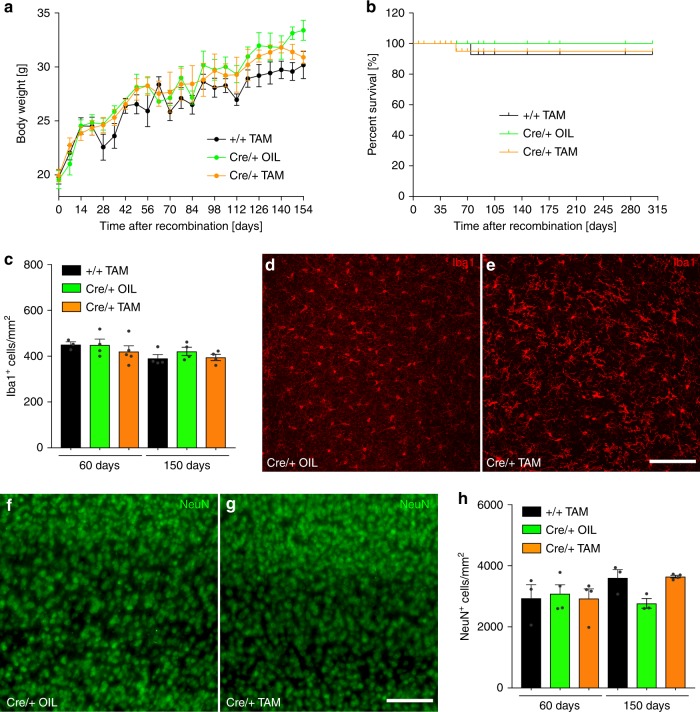
Normal mouse survival and no impairment of microglia maintenance after microglia-specific knockout of Tgfbr2. **a** Body weight increase after TAM-induced recombination at 6−8 weeks of age (timepoint 0). Weights were measured weekly in control (+/+ TAM, Cre/+ OIL) and knockout (Cre/+ TAM) animals. Data points indicate mean ± SEM (*n* = 3–18 mice). **b** Kaplan−Meier survival curves of control and knockout mice after TAM-induced recombination in vivo. **c** Microglia numbers given as Iba1^+^ cells/mm^2^ were obtained from three cortical fields per animal. Iba1^+^ microglia were analysed 60 days and 150 days after TAM-induced recombination. **d** Iba1 immunostainings from the cortices of control mice (Cre/+ OIL) and **e** knockout mice (Cre/+ TAM) after 60 days. Cortical neuron (NeuN^+^) distributions in **f** control mice and **g** knockout mice 60 days after TAM-induced recombination. Scale bars represent 100 µm. **h** Quantification of cortical neuron numbers in control (+/+ TAM, Cre/+ OIL) and knockout (Cre/+ TAM) animals revealed no significant changes. Data are given as means ± SEM from at least three animals per genotype and timepoint

### *Tgfbr2* regulates microglia reactivity

Since TGFβ1 has been demonstrated to regulate microglial homeostasis^15^, we further addressed whether microglia in *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ mice displayed an activation phenotype. First, a detailed and quantitative morphometric analysis of Iba1^+^ microglia lacking *Tgfbr2* has been performed. Control microglia (+/+ TAM and Cre/+ OIL) showed typical ramified morphologies, such as round to spindle-shaped somata and distinct arborisation patterns with finely delineated processes (Fig. 3a, b). In contrast, YFP^+^ *Tgfbr2-*knockout microglia (Cre/+ TAM) presented a heterogeneous morphology, which could be divided into three distinct subentities further referred to as “ramified”, “bushy” and “hypertrophied” microglia (Fig. 3c, d). First, the prevalence of these different microglia morphologies has been determined in all genotypes analysed. Whereas the number of ramified microglia was significantly reduced in Cre/+ TAM microglia, numbers of hypertrophied and bushy microglia were increased. Noteworthy, hypertrophied as well as bushy microglia could rarely be detected in cortices from control mice (Fig. 3e). Three-dimensional reconstructions (Fig. 3f) revealed that the filament length was reduced in hypertrophied and to a lesser extent in bushy microglia (Fig. 3g). The area covered by microglia processes was significantly reduced in both bushy and hypertrophied microglia compared to controls (Fig. 3h). Filament volume was strongly increased in bushy microglia (Fig. 3i) and the numbers of branching points were dramatically reduced in bushy microglia and to a minor extent in hypertrophied microglia (Fig. 3j). Numbers of terminal points and numbers of segments (Supplementary Fig. 3) further demonstrate that *Tgfbr2*-deficient microglia display distinct morphological changes in vivo. Since morphology changes can be taken as a proxy for different microglia activation states^23^, we further analysed the gene expression patterns of *Tgfbr2*-knockout microglia by using RNAseq. 

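RNA of microglia sorted 4 weeks after the injections was measured on 15 Affymetrix Mouse Gene 2.0 ST arrays. These read transcripts by hybridisation to probes and give no read counts. All mice carried floxed *Tgfbr2* and the *R26-yfp* reporter. Of the 15, 6 were *Cx3cr1CreERT2* mice given tamoxifen (Cre/+ TAM), in which *Tgfbr2* is deleted, 6 were mice without the Cre allele given tamoxifen (+/+ TAM), and 3 were *Cx3cr1CreERT2* mice given oil (Cre/+ OIL). Single mice are named by their sample labels. The targeted gene *Tgfbr2* had a log2 signal of 8.14 ± 0.17 (SD, n = 6) in Cre/+ TAM, 8.12 ± 0.12 (SD, n = 6) in +/+ TAM and 8.25 ± 0.29 (SD, n = 3) in Cre/+ OIL. Which exons its 24 probes cover was not checked here, so this value does not check the deletion. The authors amplified the RNA, hybridised each sample to 1 array and deposited log2 signals normalized by RMA. This method corrects background, aligns the arrays by quantiles and summarises the probes of each transcript cluster. The median signal over the 32471 clusters with a gene symbol was 4.36 to 4.45 in Cre/+ TAM, 4.36 to 4.55 in +/+ TAM and 4.35 to 4.40 in Cre/+ OIL. Every pair of arrays correlated at 0.96 to 0.99 across clusters, which are not independent replicates. From these signals, limma (two-sided moderated test) was fitted to all 15 arrays with a mean per group. The p-values were adjusted over these clusters after Benjamini and Hochberg, and calls were made at an adjusted p under 0.05. A gene with several clusters was represented by the one with the highest mean signal. Gene lists were tested with camera, which asks whether the members of a list move more than the other genes. The number of arrays limits the precision, and Cre/+ OIL holds only 3.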

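Border-associated macrophages, the macrophages of the meninges and perivascular spaces, were the other cell type whose markers rose as a list in Cre/+ TAM against +/+ TAM (mean log2 difference 0.82, camera adjusted p = 7.31e-12, adjusted p = 0.072 with an estimated correlation). Of 18 measured markers, 0 passed over all clusters and 4 were higher when adjusted over the list alone. The study names 3 of them (*Mrc1*, *Pf4* and *Ms4a7*) from these arrays, so this count is not independent evidence of the direction. With these 3 left out, a choice made after the values were seen, the mean log2 difference went from 0.82 to 0.45 (adjusted p = 0.135 with an estimated correlation). The list mean lay above that of every +/+ TAM mouse in 6 of 6 Cre/+ TAM mice (exact permutation test, two-sided, p = 0.00216, the smallest that 6 mice against 6 allow). It was 6.88 in the Cre/+ TAM mouse P098_07_1504_529 and at most 5.52 in the 5 others. With an estimated correlation the adjusted p was 0.00721 without P098_07_1504_529 and 0.0488 without P098_19_1504_583. Without P098_07_1504_529 and P098_09_1504_538, chosen after the values were seen, the mean log2 difference went from 0.82 to 0.38 and the list passed with an estimated correlation (adjusted p = 0.00129). The mean log2 difference was -0.02 over 16 monocyte markers (camera adjusted p = 0.917), -0.25 over 14 neutrophil markers (adjusted p = 0.321) and -0.04 over 20 T and NK cell markers (adjusted p = 0.775). Markers of dendritic cells, neurons, oligodendrocytes, endothelial and mural cells and red blood cells gave camera adjusted p-values of 0.959, 0.385, 0.243, 0.611 and 0.487. Among their members, the endothelial gene *Pecam1* was lower when adjusted over the list alone, with a log2 fold change of -0.66. The 9 B cell markers and the 10 astrocyte markers fell as lists, with mean log2 differences of -0.14 and -0.17 (camera adjusted p = 0.00596 for both). With an estimated correlation neither passed (adjusted p = 0.119 and 0.0761, and for the astrocyte markers 0.0195 without P098_14_1504_577). The paper gives a YFP+/CD45low gate for the tamoxifen-injected Cre mice and a CD11b+/CD45low gate for the +/+ mice, and states none for Cre/+ OIL. The sample labels give CD11b+/CD45low for all 3 groups.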

Adult isolated microglia from tamoxifen-injected *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ and *Cx3cr1*^*+/+*^*:R26-yfp,Tgfbr2*^*fl/fl*^ mice were sorted as YFP^+^/CD45^low^ and CD11b^+^/CD45^low^, respectively (Fig. 4a). 

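Of 8 genes that mark microglia, 7 (*Csf1r*, *Fcrls*, *Olfml3*, *P2ry12*, *Sall1*, *Siglech* and *Tmem119*) had log2 fold changes of -0.22 (*Siglech*) to 0.30 (*Olfml3*) in Cre/+ TAM against +/+ TAM, and none of them passed over all clusters or when adjusted over the list alone. *P2ry12*, the purinergic receptor of resting microglia, had a log2 signal of 11.32 ± 0.16 (SD, n = 6) in Cre/+ TAM and 11.23 ± 0.12 (SD, n = 6) in +/+ TAM. The signal of *Tmem119* was 8.30 ± 0.28 (SD, n = 6) and 8.20 ± 0.44 (SD, n = 6). *Cx3cr1*, the fractalkine receptor gene that also carries the Cre insertion, had a log2 signal of 11.21 ± 0.26 (SD, n = 6) in Cre/+ TAM, 11.64 ± 0.17 (SD, n = 6) in +/+ TAM and 11.36 ± 0.19 (SD, n = 3) in Cre/+ OIL. Its log2 fold change against +/+ TAM was -0.43 (standard error 0.12), with an adjusted p from limma of 0.447 over all clusters and 0.0218 when adjusted over the list alone. Below every +/+ TAM mouse lay 5 of 6 Cre/+ TAM mice. Its p over the list alone ran from 0.00629 to 0.226 over the alternatives, and was 0.0516 without mouse P098_09_1504_538, 0.0554 without P098_11_1504-504 neg and 0.0538 without P098_17_1504_580. The 95% interval of the log2 fold change ran from -0.12 to 0.31 for *P2ry12* and from -0.29 to 0.49 for *Tmem119*, so a change of 2-fold in either gene lies outside it. Averaged per mouse, the 8 genes reached 10.18 ± 0.19 (SD, n = 6) in Cre/+ TAM and 10.19 ± 0.19 (SD, n = 6) in +/+ TAM (exact permutation test, two-sided, p = 0.935). Of 37 further genes of resting microglia and 21 microglial transcription factors, none passed over all clusters or when adjusted over the list alone (camera adjusted p = 0.257 and 0.0867). The first list was higher in Cre/+ TAM at a camera adjusted p of 0.00016 without P098_07_1504_529 (adjusted p = 0.445 with an estimated correlation), and the second at 0.0263 without P098_18_1504_581 and 0.015 without P098_06_1504_527 (adjusted p = 0.347 and 0.27 with an estimated correlation). The study names the 8 genes for these arrays, so their list is not independent evidence.

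**Figure D1:**
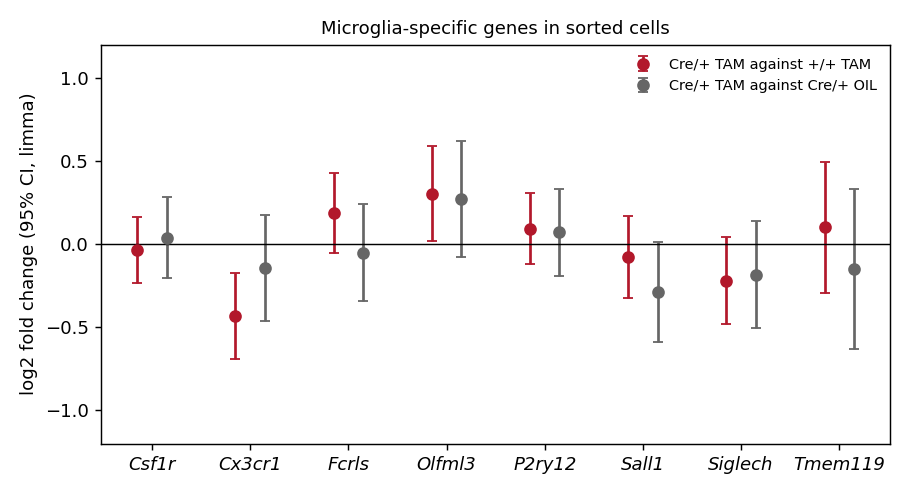
Log2 fold changes (vertical axis) of the 8 genes in Cre/+ TAM against +/+ TAM (red, 6 mice against 6) and against Cre/+ OIL (grey, 6 against 3). Points are limma estimates and bars their 95% intervals, of which only those of *Cx3cr1* (-0.69 to -0.17) and *Olfml3* (0.02 to 0.59) against +/+ TAM lie wholly on one side of 0.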

Interestingly, comparative RNAseq analysis revealed that the expression of microglia-specific genes such as *Csf1r*, *Cx3cr1*, *Fcrls*, *Olfml3*, *P2ry12*, *Sall1*, *SiglecH* or, *Tmem119* was not impaired after TAM-induced deletion of *Tgfbr2* suggesting that TGFβ signalling is dispensable for maintenance of the molecular microglia signature in adult mice (Fig. 4b). However, analysis of differentially regulated genes in *Tgfbr2*-deficient microglia revealed 51 upregulated and 4 downregulated genes (with <2-fold change [1 log2 ratio] and *p* < 0.05; Fig. 4c). 

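In Cre/+ TAM against +/+ TAM, 7 genes rose and 1 fell at an adjusted p under 0.05 from limma. *Ctla2b* rose by 1.23 (standard error 0.12, adjusted p = 0.00035), the gene of the TNF family ligand *Tnfsf8* by 1.10 (standard error 0.14, adjusted p = 0.00499) and *Gm4951* by 2.14 (standard error 0.35, adjusted p = 0.0393) on the log2 scale. The lipid carrier gene *Apoe* (chromosome 7, 19696109 to 19699166) rose from 5.64 ± 0.15 (SD, n = 6) to 6.55 ± 0.35 (SD, n = 6). *C920009B18Rik* and *Pxdc1* rose by 1.13 and 0.98, and *Cd52* was the remaining gene that rose. The phosphodiesterase gene *Pde2a* (chromosome 7, 101421691 to 101512829) fell by 1.03 (standard error 0.14, adjusted p = 0.0113). In each of these 8 genes all 6 Cre/+ TAM mice lay beyond all 6 +/+ TAM mice. At the study's threshold of at least 2-fold and an unadjusted p under 0.05, limma gave 62 higher and 4 lower clusters. The largest log2 fold change was that of *Ms4a7*, a membrane protein gene, at 3.27 (unadjusted p = 3.84e-05). The lower ones were *Pde2a*, *Gpr165* (-1.49), *Klrd1* (-1.07) and an immunoglobulin kappa variable segment (-1.09), of which all but *Pde2a* and *Klrd1* were singled out after their values were seen. Of the 62, 26 lay above every +/+ TAM mouse in every Cre/+ TAM mouse, a separation that in either direction has an exact permutation p of 0.00216. This p holds for a single cluster fixed beforehand. The 62 were chosen as higher in these same mice, so it does not apply to them. The mean signal of these 62 clusters was 8.07 and 7.14 in the Cre/+ TAM mice P098_07_1504_529 and P098_09_1504_538, and 5.57 to 5.71 in the other 4. Without this pair, a choice made after the values were seen, the median log2 fold change of the 62 was 0.81 in place of 1.33, all 62 remained positive and 22 were still at 2-fold. The calls after adjustment then numbered 16, and without 1 mouse 15 (P098_07_1504_529), 13 (P098_17_1504_580), 5 (P098_09_1504_538), 5 (P098_06_1504_527), 3 (P098_13_1504_576) or 2 (P098_10_1504_539). Whichever mouse was left out, *Ctla2b* and *Tnfsf8* were called. *Cd52* was not called without P098_10_1504_539 (adjusted p = 0.0526), nor *C920009B18Rik* and *Pde2a* without P098_10_1504_539 or P098_13_1504_576 (adjusted p = 0.0526 and 0.0501 in each gene). *Apoe* was called without P098_07_1504_529, P098_16_1504_579, P098_19_1504_583, P098_15_1504_578, P098_17_1504_580, P098_04_1504_495_neg, P098_05_1504_506_neg or P098_08_1504_530, *Gm4951* without P098_16_1504_579, P098_17_1504_580, P098_04_1504_495_neg or P098_08_1504_530 and *Pxdc1* without P098_14_1504_577 or P098_17_1504_580, and without any other single mouse the adjusted p was 0.0515 to 0.101, 0.0639 to 0.175 and 0.0524 to 0.131. Without the 3 arrays with neg in their labels *Ctla2b*, *Gm4951* and *Tnfsf8* were called, and with the methods' unpaired test after Benjamini-Hochberg *Ctla2b* alone. At the study's threshold there were 39 higher and 2 lower clusters without P098_07_1504_529, and the lower ones numbered 8 without P098_16_1504_579, P098_13_1504_576 or P098_17_1504_580 and 9 without P098_18_1504_581. The build of the coordinates is not given in the sources used here, and 25000 of 25203 genes overlap the gene of the same symbol in GRCm38.p6.

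**Figure D2:**
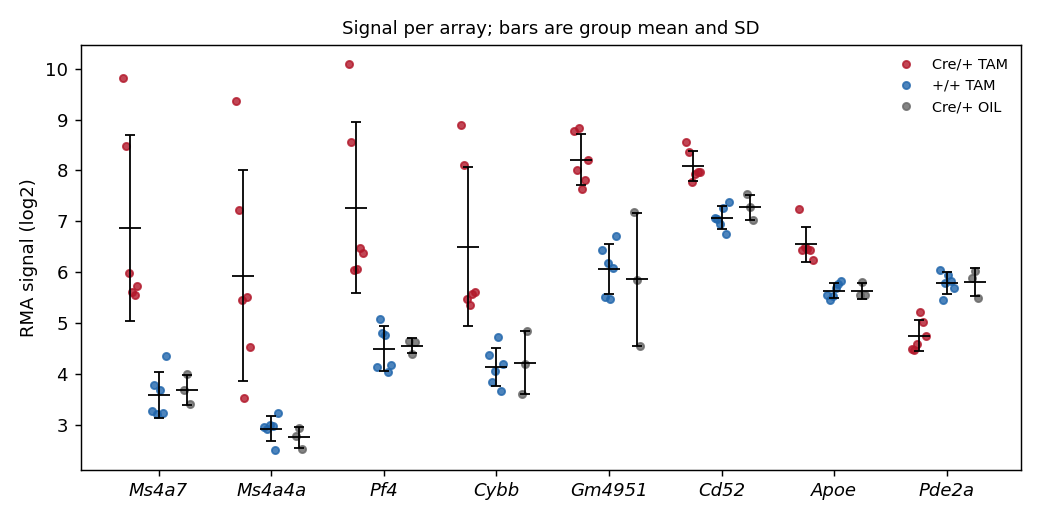
Log2 RMA signal (vertical axis) of 8 genes in each mouse of Cre/+ TAM (red), +/+ TAM (blue) and Cre/+ OIL (grey), with black bars for the group mean and SD. For *Ms4a7* the 6 Cre/+ TAM mice lie between 5.55 and 9.82, all above the control mice.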

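Interferon-stimulated genes rose together in Cre/+ TAM against +/+ TAM (camera adjusted p = 6.59e-25, adjusted p = 0.0349 with an estimated correlation). Of 49 measured members, 0 passed over all clusters, and 21 were higher and none lower when adjusted over the list alone. The oligoadenylate synthetase gene *Oas1g*, which acts against viral RNA, had a log2 signal of 4.26 ± 1.73 (SD, n = 6) against 2.11 ± 0.56 (SD, n = 6). *Oas2*, of the same family, had a log2 fold change of 1.54 (standard error 0.41, adjusted p = 0.361 over all clusters). Among settings chosen after the values were seen, *Oas1g* was called with the range of animal numbers in the labels as a block (adjusted p = 0.0388), and *Oas1g* and *Oas2* in the lower range alone, up to the number of P098_10_1504_539, whose Cre/+ TAM mice are P098_07_1504_529 and P098_09_1504_538 (adjusted p = 0.0221 and 0.0234). Over all alternatives the adjusted p ran from 0.0221 to 0.849 and 0.0234 to 0.849. The mean of the interferon list was higher in all 6 Cre/+ TAM mice than in any +/+ TAM mouse, and border-associated macrophage markers moved the same way. It was 6.47 and 6.11 in the Cre/+ TAM mice P098_07_1504_529 and P098_09_1504_538 and 5.45 to 5.55 in the other 4. Without this pair, a choice made after the values were seen, the mean log2 difference to +/+ TAM went from 0.52 to 0.26 (adjusted p = 0.00927 with an estimated correlation). With 1 mouse left out, that p was 0.0679 without P098_09_1504_538, 0.0571 without P098_06_1504_527, 0.0513 without P098_11_1504-504 neg, 0.0767 without P098_13_1504_576, 0.0747 without P098_15_1504_578 and 0.0514 without P098_17_1504_580. Genes of Fc receptors and phagocytosis also rose as a list (camera adjusted p = 4.13e-12, adjusted p = 0.0191 with an estimated correlation). Of 24, 7 were higher when adjusted over the list alone and 0 over all clusters, with the largest differences in *Cybb* and *Axl*. The study names 3 members of the phagocytosis list and 1 of the interferon list, so these counts are not wholly independent evidence. With the named members left out, a choice made after the data were seen, the adjusted p was 0.0402 for the interferon list and 0.0617 for the phagocytosis list with an estimated correlation, and the mean log2 difference of the latter went from 0.41 to 0.25. The mean of the phagocytosis list was 8.00 and 7.85 in the Cre/+ TAM mice P098_07_1504_529 and P098_09_1504_538 and 7.51 to 7.57 in the other 4, its difference went from 0.41 to 0.28 without the pair, and its adjusted p with an estimated correlation was 0.0205 without them and, with this 1 mouse left out, 0.0525 without P098_13_1504_576. Enrichment of annotation terms was not analysed here.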

Functional categorisation using the DAVID bioinformatics database^24^ for GO term enrichment analysis of biological process (Fig. 4d) molecular function (Fig. 4e) and KEGG pathway enrichment (Fig. 4f) indicate that *Tgfbr2*-deficient microglia are immunologically active. Cellular compartment enrichment analysis revealed increased expression of membrane components including *Ms4a4a*, *Ms4a14*, *Ms4a7*, *Cd74*, *Cd52*, *Mrc1*, and *Axl* as well as MHCII-related genes *H2-Aa*, *H2-Ab1*, *H2-Q5*, and *H2-Q7*. Moreover, increased expression of secreted molecules *Cp*, *Ccl7*, *Pf4*, *Tnf*, and *Tnfsf8* was detected in mutant microglia (Fig. 4g). 

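Genes of antigen presentation on MHC class II rose as a list in Cre/+ TAM against +/+ TAM (camera adjusted p = 9.43e-13, adjusted p = 0.00469 with an estimated correlation). All 11 measured members had positive fold changes, 0 passed over all clusters and 6 when adjusted over the list alone. *H2-Aa* and *H2-Ab1*, which encode chains of the class II molecule, had log2 signals of 5.89 ± 1.64 (SD, n = 6) and 8.22 ± 1.42 (SD, n = 6) in Cre/+ TAM against 3.88 ± 0.30 (SD, n = 6) and 6.32 ± 0.14 (SD, n = 6) in +/+ TAM. Their adjusted p-values from limma were 0.361 and 0.238. The invariant chain gene *Cd74* had a log2 fold change of 1.82. *H2-Q5* and *H2-Q7* belong to the class I genes, whose list also rose (camera adjusted p = 1.44e-12, adjusted p = 0.00469 with an estimated correlation), with 0 of 16 over all clusters and 5 when adjusted over the list alone. *H2-Q7* was at 1.11 (standard error 0.22, adjusted p = 0.12) and *H2-K1* at 0.97 (standard error 0.21, adjusted p = 0.18). *H2-Q5* has 6 clusters, of which 3 with identical values had a log2 fold change of -0.21 and the other 3 were at 0.41, 0.50 and 1.14. Its clusters went both ways and probe sequences were not checked here, so its value is uncertain. In the Ms4a family of membrane proteins, 6 of 10 were higher when adjusted over the list alone and 0 over all clusters (camera adjusted p = 9.3e-09, adjusted p = 0.0563 with an estimated correlation). *Ms4a4a* and *Ms4a14* had log2 fold changes of 3.00 (adjusted p = 0.18) and 1.78 (adjusted p = 0.609), and the receptor tyrosine kinase gene *Axl* of 1.51 (adjusted p = 0.106). The 6 genes behind the markers of the study's flow cytometry rose as a list too (camera adjusted p = 4.29e-09, adjusted p = 0.049 with an estimated correlation), 5 when adjusted over the list alone and 0 over all clusters, while *Cd86* was at 0.12. The class II genes *H2-Aa*, *H2-Ab1* and *H2-Eb1* are among the 6. On the cell surface in vivo, the paper reports more CD86high and CD206+ cells and no significant change of CD36 or MHCII. *Mrc1*, the gene of CD206, rose over the list alone, as its surface protein did, while *Cd86* RNA did not pass. *Cd36* and the class II genes rose over the list alone, without a significant change on the surface. These are unlike measures, mean RNA of sorted cells and percentages of stained cells from a separate experiment. Whether RNA and surface protein differ was therefore not tested. The study chose members of these 4 lists from these arrays or its other assays, so their counts are not independent evidence, and border-associated macrophage markers, *Ms4a7* and *Mrc1* among them, moved in the same direction. With the members that the study names left out, chosen after the values were seen, the mean log2 difference went from 0.86 to 0.46 for class II, from 0.39 to 0.33 for class I and from 1.03 to 0.32 for the Ms4a family (adjusted p = 0.0147, 0.013 and 0.146 with an estimated correlation), and 1 flow cytometry gene is left, at 0.88 (adjusted p = 0.135 with an estimated correlation). Without the pair of mice P098_07_1504_529 and P098_09_1504_538, chosen after the values were seen, *Ms4a7*, *Ms4a4a* and *Axl* rose by 2.13, 1.83 and 1.00 (limma adjusted p = 0.000756, 0.0401 and 0.00108). The mean log2 difference then went from 0.86 to 0.58 for the class II list, from 0.39 to 0.25 for the class I list, from 1.03 to 0.58 for the Ms4a family and from 1.25 to 0.62 for the flow cytometry genes. With an estimated correlation the adjusted p was 0.00927, 0.00245, 0.00579 and 0.00706. When 1 mouse was left out, that p was 0.017 without P098_07_1504_529, 0.0351 without P098_16_1504_579 and 0.0367 without P098_19_1504_583 for the Ms4a family, and for the flow cytometry genes 0.083 without P098_09_1504_538, 0.0527 without P098_14_1504_577, 0.0746 without P098_06_1504_527, 0.0605 without P098_10_1504_539, 0.075 without P098_11_1504-504 neg, 0.0818 without P098_13_1504_576, 0.0829 without P098_15_1504_578 and 0.072 without P098_17_1504_580. Without P098_07_1504_529 alone *Ms4a7* and *Axl* were called (adjusted p = 0.0281 and 0.0113), and without P098_18_1504_581 alone *H2-Q7* (adjusted p = 0.0363). With the range of animal numbers as a block, *H2-Q7*, *H2-K1* and *H2-Ab1* were called too (adjusted p = 0.0109, 0.039 and 0.0403), and in the lower range alone *H2-Q7*, *H2-Ab1*, *H2-Aa* and *Ms4a14* (adjusted p = 0.0153, 0.00396, 0.0102 and 0.00188), both settings chosen after the values were seen. Over all alternatives the adjusted p of these 5 genes ran from 0.0109 to 0.759, 0.039 to 0.664, 0.00396 to 0.919, 0.0102 to 0.919 and 0.00188 to 0.965. For *Ms4a7*, *Ms4a4a* and *Axl* it ran from 0.000756 to 0.7, 0.00518 to 0.753 and 0.00108 to 0.71.

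**Figure D3:**
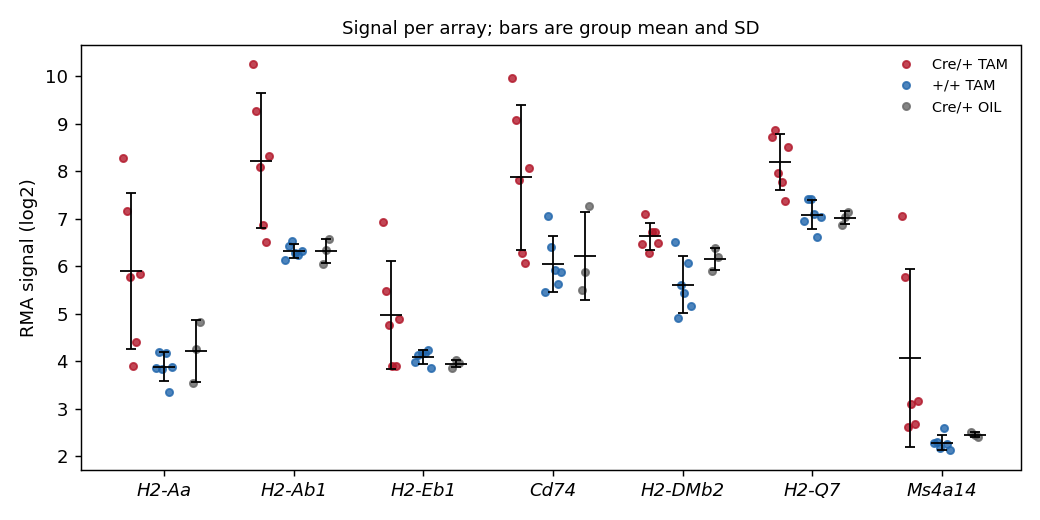
Log2 RMA signal (vertical axis) of genes for membrane proteins in each mouse of Cre/+ TAM (red), +/+ TAM (blue) and Cre/+ OIL (grey), with black bars for the group mean and SD. *H2-Ab1* lies above every control mouse in 5 of 6 Cre/+ TAM mice and *Ms4a14* in 6.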

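Genes of inflammatory cytokines and chemokines rose as a list in Cre/+ TAM against +/+ TAM (mean log2 difference 0.56, camera adjusted p = 1.44e-12, adjusted p = 0.0191 with an estimated correlation). Of 25 measured, 1 (*Tnfsf8*) rose over all clusters, with 6 of 6 Cre/+ TAM mice above every control mouse. When adjusted over the list alone 5 were higher, namely *Tnfsf8*, *Pf4*, *Ccl7*, *Il6* and *Cxcl9*, the last pair named after their values were seen. The chemokine gene *Pf4*, also a marker of border-associated macrophages, had a log2 signal of 7.27 ± 1.67 (SD, n = 6) in Cre/+ TAM against 4.50 ± 0.43 (SD, n = 6) in +/+ TAM. Its log2 fold change was 2.77 (standard error 0.55, adjusted p = 0.12 over all clusters and 0.00116 when adjusted over the list alone). *Pf4* was called over all clusters without P098_07_1504_529 (adjusted p = 0.0319). Among settings chosen after the values were seen, it was called without P098_07_1504_529 and P098_09_1504_538, with the range of animal numbers as a block and in the lower or the higher range alone (adjusted p = 0.00108, 0.00553, 0.00518 and 0.0187), and over all alternatives its p ran from 0.00108 to 0.729. The monocyte chemoattractant gene *Ccl7* was at 1.26 (standard error 0.42, adjusted p = 0.619) and the copper carrier gene *Cp* at 1.19 (standard error 0.39, adjusted p = 0.609). In the lower range alone *Ccl7* was called (adjusted p = 0.0197, 0.0197 to 1 over all alternatives). *Tnf* was at 1.12 (standard error 0.43, adjusted p = 0.734). *Cxcl10*, *Ccl2*, *Ccl3* and *Nos2* had log2 fold changes of 0.64, 0.67, 0.34 and 0.06, and none of these 4 passed. The study names 8 members of the list, so its count is not independent evidence. Over the 17 other members camera gave an adjusted p of 0.0294 with an estimated correlation, and the mean log2 difference went from 0.56 to 0.36. The list mean was 7.08 and 6.86 in the Cre/+ TAM mice P098_07_1504_529 and P098_09_1504_538 and 6.03 to 6.23 in the other 4, and 5.85 on average in +/+ TAM. It lay above every +/+ TAM mouse in 4 of 6 Cre/+ TAM mice, with the +/+ TAM mouse P098_06_1504_527 at 6.14 and the Cre/+ OIL mouse P098_08_1504_530 at 6.21. These mice also had the highest control means over genes of heat shock and of the response to dissociation, at 8.87 and 9.03. In that list P098_07_1504_529 and P098_09_1504_538 were at 8.63 and 8.85. Border-associated macrophage markers rose beside the cytokine list. Without P098_07_1504_529 and P098_09_1504_538, chosen after the values were seen, the mean log2 difference went from 0.56 to 0.28 (adjusted p = 0.00927 with an estimated correlation), *Pf4* was at 1.74 and *Ccl7* at 0.47.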

Taken together, these data indicate that loss of TGFβ signalling in adult microglia results in a primed and activated microglia phenotype but does not impair the maintenance of the microglia-specific gene expression signature in vivo.

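The oil-treated Cre/+ mice carry the same alleles as Cre/+ TAM without the deletion, and against them most of the same clusters were higher. Of the 62 clusters higher at the study's threshold against +/+ TAM, 61 had positive fold changes against Cre/+ OIL as well and 43 were at the same threshold. Of the 4 lower ones, 4 had negative fold changes and 3 were at the threshold. Against Cre/+ OIL, the log2 fold change of *Ctla2b* was 0.91, of *Apoe* 0.92, of *Ms4a7* 3.17, of *H2-Ab1* 1.90 and of *Pde2a* -1.05. The adjusted p was at least 0.112 for each of these 5. Against Cre/+ OIL limma called 0 clusters after adjustment, with 1897 at an unadjusted p under 0.05, and 74 higher and 26 lower at the study's threshold. The methods' unpaired test after Benjamini-Hochberg called 0. Leaving out 1 mouse gave 3 calls (P098_05_1504_506_neg) or 1 (P098_04_1504_495_neg or P098_19_1504_583), and leaving out the 3 arrays with neg in their labels gave 6. Among settings chosen after seeing the data, 3 were called without P098_07_1504_529 and P098_09_1504_538, 21 with the range of animal numbers in the labels (up to that of P098_10_1504_539, or from that of P098_13_1504_576 on) as a block and 84 among the mice of the lower range alone. All 3 Cre/+ OIL mice are in the lower range, while 4 of 6 Cre/+ TAM mice are in the higher one. A difference between the ranges is therefore partly mixed with this comparison. Against +/+ TAM camera called 14 of 29 lists higher and 2 lower, and 7 and 0 with an estimated correlation, while fry called 8 and 1. Against Cre/+ OIL camera called 12 higher and 1 lower, and 0 were called with an estimated correlation or with fry. The lower list was that of neutrophil markers, whose mean was 5.98 in the Cre/+ OIL mouse P098_08_1504_530 and 4.07 and 4.04 in the other oil mice. Exact tests of the list means also called 0. Their smallest p is 0.0119 for 6 mice against 3, so after adjustment over 29 lists no list could pass alone, and this 0 says little. Between +/+ TAM and Cre/+ OIL limma called 0 clusters, with 1695 at an unadjusted p under 0.05, the methods' unpaired test 0 and camera 0 lists. Without the neg arrays these were 3 clusters and 9 lists, and leaving out 1 mouse gave 10 lists (P098_04_1504_495_neg), 2 (P098_10_1504_539) or 1 (P098_05_1504_506_neg or P098_08_1504_530). The clusters at the study's threshold against both controls in the same direction numbered 46. Unchanged groups simulated with independent noise in each cluster, and with the Cre/+ TAM group shared by both comparisons, gave 1.83 on average. Independent lists would share 0.141 higher and 0.0032 lower ones. On the arrays genes vary together, and P098_07_1504_529 and P098_09_1504_538 stand apart in the higher clusters. The simulation leaves both out, so its values are no full measure of chance. Across clusters, which are not independent replicates, the fold changes against the 2 controls correlated at 0.56 (0.41 in the simulation), with a covariance of 0.0217 (0.0109 in the simulation). The sign was shared by 63.8% of all clusters, against 63.4% on average and at most 64.0% in the simulation. Of the clusters at the study's threshold against +/+ TAM, 98.5% had the same sign against Cre/+ OIL, and 88.9% of the 840 such clusters in the simulation. With different Cre/+ TAM mice on each side the correlation was 0.22 on average. Taking its data together, the paper reasons from them to a primed and activated phenotype of the mutant microglia with a maintained microglia signature.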

**Fig. 3:**
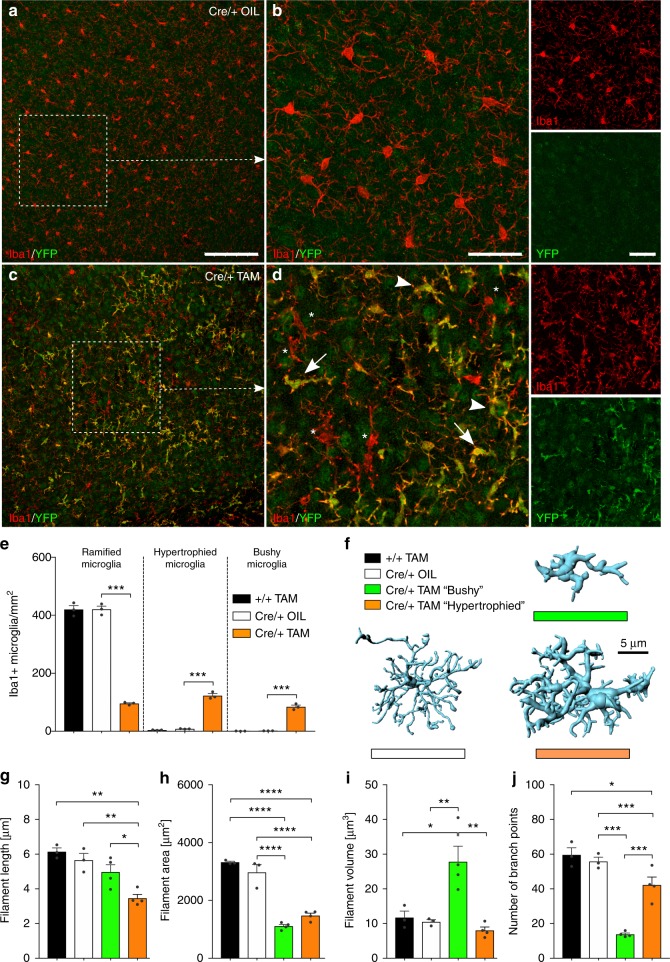
Distinct morphological changes of microglial in *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ mice. Normal microglia distribution and ramification (**a**) as well as normal microglia morphology and no YFP^+^ cells in control mice 4 weeks after TAM injections (**b**). Distinct heterogenous distribution (**c**) and morphological changes of YFP^+^/Iba1^+^ microglia 4 weeks after TAM-induced deletion of *Tgfbr2* (**d**). Based on their morphology, microglia in cre/+ TAM knockout mice were divided into “normally ramified”, “bushy”, and “hypertrophied”. White arrowheads mark hypertrophied microglia, white arrows mark bushy microglia, and white asterisks mark YFP^-^/Iba1^+^ nonrecombined microglia. Scale bars represent 100 µm (**a**, **c**) and 25 µm (**b**, **d**). **e** Prevalence of normally ramified, bushy, and hypertrophied microglia in different experimental groups. Data are given as means ± SEM from at least three animals per genotype 4 weeks after recombination. *P* values derived from one-way ANOVA are ***p < 0.001. **f** Imaris (Bitplane)-based three-dimensional reconstructions of representative Iba1^+^ microglia from *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ mice. Imaris-based automated quantification of microglial filament length (**g**), filament area (**h**), filament volume (**i**), and numbers of branch points (**j**). Data are presented as means ± SEM of 20 cells in 3−4 animals per group. *P* values derived from one-way ANOVA are *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001

**Fig. 4:**
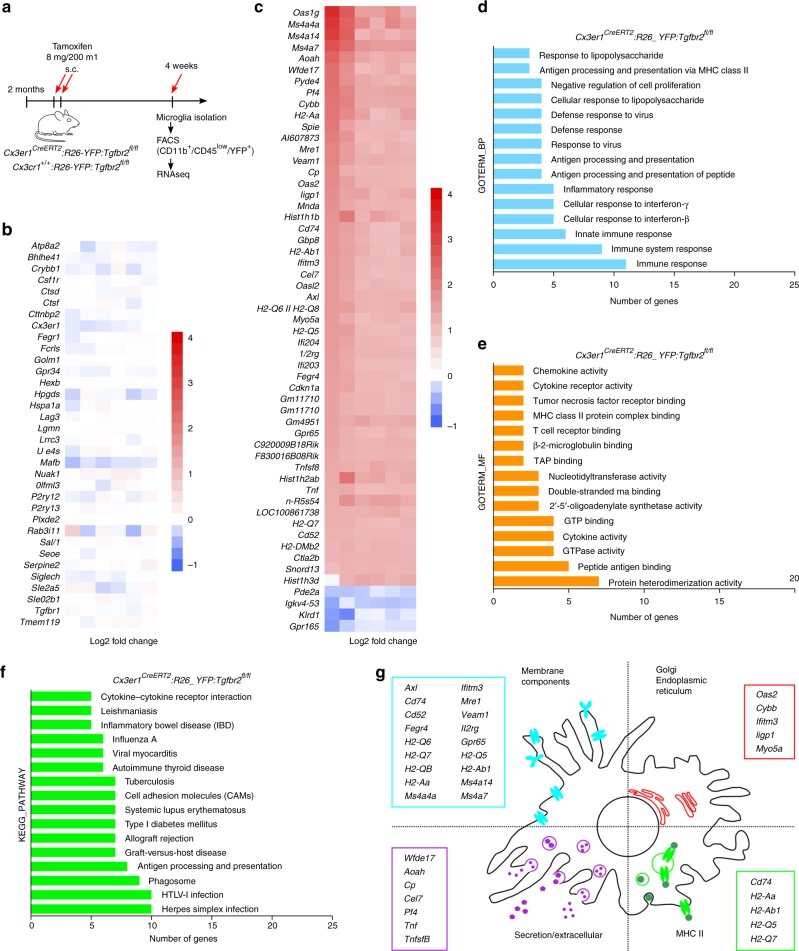
Gene expression pattern of Tgfbr2-deficient microglia indicates microglia activation and increased immune responses. **a** A timeline depicting TAM-treatment and microglia isolation/sorting for RNA isolation. **b** Heatmap analysis of RNAseq expression data of microglia isolated after TAM-induced recombination of *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ mice (*n* = 6). TAM-induced *Cx3cr1*^*+/+*^*:R26-yfp,Tgfbr2*^*fl/fl*^ mice (*n* = 6) were used as controls displaying no significant changes in expression of microglia-specific genes in *Tgfbr2*-deficient microglia. **c** Heatmap analysis of RNAseq expression data showing differentially expressed genes in *Tgfbr2*-deficient microglia. **d** GO term enrichment analysis of biological process (GOTERM_BP), **e** molecular function (GOTERM_MF) and **f** KEGG pathway enrichment analysis was performed using DAVID Bioinformatics Resources 6.8. **g** Scheme for microglia cellular compartment enrichment analysis is depicted with individually regulated compartment-associated genes

### Increased activation marker expression in mutant microglia

To address the expression of microglia activation markers in mutant mice, adult acutely isolated microglia were used for flow cytometry analysis at least 3 weeks after tamoxifen-induced recombination. Cells were gated for F4/80 and stained for activation markers CD86, CD206, CD36, and MHCII, which were chosen based on a screening for TGFβ1-regulated genes in primary microglia, where CD86, CD206, CD36 were downregulated after TGFβ treatment and upregulated after abrogation of TGFβ signalling by application of a Tgfbr1 inhibitor (Supplementary Fig. 4). In *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ knockout mice, the percentages of CD86^high^ and CD206^+^ cells significantly increased in adult isolated microglia. No significant changes were observed for surface expression levels of CD36 and MHCII in *Tgfbr2*-deficient microglia (Fig. 5a, b). Analogue to in vivo experiments, primary microglia were recombined in vitro and used for flow cytometry analysis. Deletion of *Tgfbr2* in *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ microglia resulted in dramatic increases of all activation markers analysed. The percentages of CD86^high^ (83.1 %), CD206^+^ (58.2 %), CD36^high^ (91.9 %), and MHCII^high^ (67.8 %) microglia in knockout samples were strongly increased with high significancies (Fig. 5c, d). We further analysed whether microglia express different activation markers at the same time. As shown in Fig. 5e, *Tgfbr2*-deficient CD86^+^ microglia were also positive for CD206 (64.5 %) and CD36 (97.1 %) and the majority of CD206^+^ microglia were double-positive for CD36 (80.0 %) indicating that microglia with abrogated TGFβ signalling increase expression of CD86, CD206 as well as CD36 (Fig. 5e). Interestingly, the observed increase in microglia surface activation markers was more pronounced in vitro suggesting that primary microglia in vitro are preactivated and/or differ in their sensitivity towards TGFβ.

**Fig. 5:**
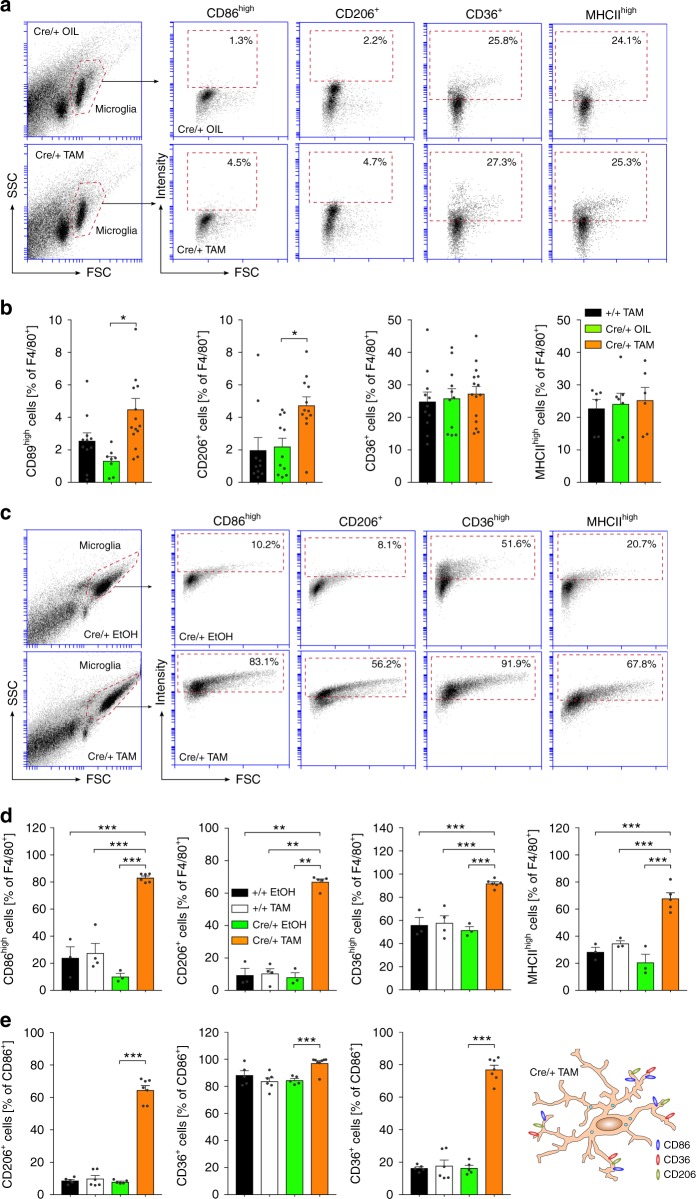
Analysis of microglial activation marker after TAM-induced deletion of *Tgfbr2* in vivo and in vitro. **a** Flow cytometry analysis of microglia activation markers CD86, CD206, CD36, and MHCII after TAM-induced recombination in vivo. Representative flow cytometry graphs are shown for microglia from Cre/+ OIL control (top) and Cre/+ TAM knockout (bottom) *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ mice. **b** Quantifications of CD86^high^, CD206^+^, CD36^+^ and MHCII^high^ microglia (F4/80^+^) are depicted. Data are presented as means ± SEM of at least six independent experiments. *p* values derived from one-way ANOVA are *p < 0.05. **c** Flow cytometry analysis of microglia activation markers CD86, CD206, CD36 and MHCII 5 days after TAM-induced recombination in vitro. Representative flow cytometry graphs are shown for *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ microglia after treatment with EtOH (Cre/+ EtOH, top) and TAM (Cre/+ TAM, bottom). **d** Quantifications of CD86^high^, CD206^+^, CD36^high^ and MHCII^high^ microglia (F4/80^+^) are presented. **e** Quantifications of CD86^+^/CD206^+^, CD86^+^/CD36^+^ and CD206^+^/CD36^+^ double-positive microglia demonstrating the presence of all markers on the majority of F4/80^+^ *Tgfbr2*-deficient microglia (Cre/+ TAM) in vitro. Data are presented as means ± SEM of at least 63 independent experiments. *p* values derived from one-way ANOVA are *p < 0.05, **p < 0.01 and ***p < 0.001

### Cytokine release and TAK1 activation in *Tgfbr2*-KO microglia

In vitro recombined microglia were used to analyse signalling pathways involved in inflammatory responses and supernatants were collected to assess the release of chemokines and cytokines (Fig. 6a). *Tgfbr2*-deficient microglia obtained from *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ mice showed a significant increase of TAK1 phosphorylation and a slight but not significant increase in p38 MAPK phosphorylation (Fig. 6b). Moreover, the secretion of CCL2 and CXCL10 was significantly increased whereas the release of CCL3 was decreased in *Tgfbr2*-deficient microglia. These observations are in accordance with CXCL10 and CCL2 expression after treatment of primary wild-type microglia with recombinant TGFβ1, which resulted in downregulation of *Cxcl10* and *Ccl2* and subsequent decrease in CXCL10 (Fig. 6c, Supplementary Fig. 5). It has been recently demonstrated that TGFβ1 is sufficient to promote microglial quiescence and inhibit IFNγ-induced microglia activation^15,25^. In order to address whether these anti-inflammatory effects of TGFβ1 are compromised, transgenic microglia from *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ mice have been used to prepare primary microglia cultures for in vitro recombination. Expression of *iNos* and *Tnfα* was analysed after microglia activation with IFNγ. *Tgfbr2*-deficient microglia displayed a similar activation response upon IFNγ treatment as control microglia. However, TGFβ1 treatment did not result in inhibition of IFNγ-induced activation of Tgfbr2-deficient microglia (Fig. 6d, e). In summary, these data demonstrate that loss of TGFβ signalling in microglia results in increased immune cell signalling as evidenced by TAK1 phosphorylation and the release of proinflammatory cytokines CCL2 and CXCL10. Moreover, silencing TGFβ signalling renders microglia insensitive for TGFβ1-mediated inhibition of IFNγ-induced microglia activation.

**Fig. 6:**
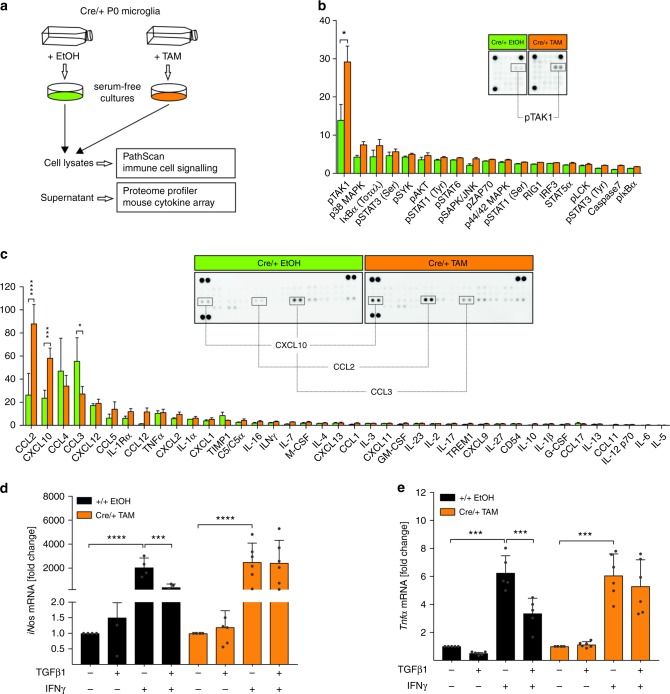
Microglial-specific knockout of *Tgfbr2* leads to increased TAK1 phosphorylation and increased CXCL10 and CCL2 secretion. **a** Primary microglia from P0 *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ mice were recombined in vitro and serum-free microglia shake-off cultures were prepared after 5 days. Microglia cell lysates were used for the detection of activated signalling proteins using the CST PathScan^®^ Immune Cell Signaling Antibody Array Kit and supernatants of control (Cre/+ EtOH) and knockout (Cre/+ TAM) microglia were used for cytokine and chemokine detection using the Proteome Profiler Mouse Cytokine Array. **b** Densitometric spot analysis of array membranes revealed increased TAK1 phosphorylation in Cre/+ TAM microglia. Data are presented as means ± SEM from eight independent experiments. *p* values derived from one-sample *t* tests are *p < 0.05. **c** Quantification of cytokine secretion was performed by densitometric spot analysis of array membranes. Data are presented as means ± SEM from three individual experiments. *p* values derived from one-sample *t* tests are *p < 0.05, ***p < 0.001 and ****p < 0.0001. Primary microglia from *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ mice were recombined in vitro, stimulated with TGFβ1 (5 ng/ml) for 2 h and subsequently with IFNγ (10 ng/ml) or TGFβ1 + IFNγ for 24 h. mRNA levels of *iNos* (**d**) and *Tnfa* (**e**) values from quantitative RT-PCR were normalised to Gapdh. Graphs display fold changes compared to unstimulated samples of +/+ EtOH control samples and cre/+ TAM knockout samples, respectively. Data are presented as means ± SEM (+/+ EtOH *n* = 4−5, Cre/+ TAM *n* = 5−6). *p* values derived from one-way ANOVA are ***p < 0.001 and ****p < 0.0001

## Discussion

It has become clear that microglia activation contributes to the neuronal loss in neurodegenerative pathologies including Alzheimer’s disease (AD) and Parkinson’s disease (PD)^5,26^. However, during development and maintenance of the CNS microglia are constantly involved in supporting physiological functions such as synaptic pruning^27,28^, synapse formation during learning^29^, support of axonal outgrowth^30^ as well as maintenance and survival-promoting effects for neurons^31^. In order to fulfil these physiological functions, microglia need to establish a distinct gene expression pattern which clearly distinguishes them from macrophages^10^. This microglia maturation has recently been demonstrated to take place during the first postnatal weeks in mice and is characterised by the expression of microglia-specific genes such as *P2ry12*, *Fcrls*, *Tmem119*, *Cx3cr1*, *Csf1r*, *Sall1*, *Siglech*, and *Olfml3* ^10,11^. It is only partially understood which endogenous factors are involved in guiding postnatal microglia maturation. However, TGFβ1 has been identified as one important player for microglia maturation. In order to overcome the lethal phenotype of TGFβ1 knockout mice, which develop a postnatal wasting syndrome due to uncontrolled systemic inflammatory responses^19^, Butovsky et al.^12^ reconstituted peripheral TGFβ1 expression under the control of the *Il2* promoter resulting in the survival of mice into adulthood. This CNS-specific loss of TGFβ1 lead to a microglia phenotype characterised by loss of microglia-specific gene expression patterns and impaired microglia survival starting from postnatal day 20^12^. Among the genes being affected in microglia from *TGFβ1* mutant mice, *Sall1* has been recently reported to maintain microglia identity and their respective physiological properties^32^. Moreover, the authors used *Sall1*^*CreERT2*^ mice to specifically target TGFβ signalling in adult microglia and their results suggested that TGFβ signalling in adult microglia is rather essential for microglia quiescence than for microglia maintenance and survival^32^. Using *Cx3cr1*^*CreERT2*^ mice, we were able to confirm these recent findings and further demonstrate that mice undergo normal aging with regular weight gain showing unaffected microglia numbers. Using RNA-seq we were able to show that expression of microglia-specific genes was not impaired after silencing TGFβ signalling in vivo. However, in vitro studies using P0 primary microglia have clearly demonstrated that TGFβ1 regulates the expression of these microglia-specific genes (Supplementary Fig. 5D). Taken into consideration that microglia maturation—as reflected by induction and expression of microglia-specific genes^11^—peaks around P14, it is highly likely that TGFβ signalling between P0 and P14 plays a major role for this maturation process. Interestingly, we have recently demonstrated that TGFβ signalling peaks in microglia at P7, which precedes to upregulation of microglia-specific markers^33^. 

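Transcripts of the Y chromosome were present in all 15 mice. The Y-linked gene *Ddx3y* had a log2 signal of 7.80 ± 0.37 (SD, n = 6) in Cre/+ TAM, 7.72 ± 0.48 (SD, n = 6) in +/+ TAM and 7.81 ± 0.49 (SD, n = 3) in Cre/+ OIL, and its lowest value in any mouse was 7.19. *Xist*, which is transcribed from the inactive X chromosome, was at 4.09 ± 0.11 (SD, n = 6), 4.05 ± 0.09 (SD, n = 6) and 3.91 ± 0.15 (SD, n = 3). The 5 sex-linked genes gave a camera adjusted p of 0.837 between Cre/+ TAM and +/+ TAM (mean log2 difference 0.01).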

In the present study, male mice have been exclusively used to silence TGFβ signalling. Noteworthy, a sex dimorphism of postnatal microglia development has been described in mice^34^ and thus, female mice need to be included in future studies to address whether *Tgfbr2*-deficiency results in the same phenotype in female mice. Our data further demonstrate that abrogation of TGFβ signalling in mature microglia did not result in a loss of microglia identity indicating that TGFβ is dispensable for maintenance of mature microglia. However, the molecular mechanisms and the discrimination between direct TGFβ1 target genes and genes being regulated by secondary effects remain elusive and need further evaluation in order to understand how TGFβ1 contributes to microglia maturation.

Despite the fact that microglia maturation was not impaired after silencing TGFβ signalling, we clearly demonstrated that microglia displayed an activated and primed phenotype in vivo and in vitro. Holtman et al.^35^ have recently identified transcriptional profiles to distinguish between acutely activated, primed and disease-associated microglia. Comparison of these gene expression profiles with the signature observed in *Tgfbr2*-deficient microglia revealed that lack of TGFβ signalling resulted in upregulation of markers found in primed, aged, and immune-activated microglia. 

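Genes of primed or disease-associated microglia, a state described in ageing and neurodegeneration, rose as a list in Cre/+ TAM against +/+ TAM (camera adjusted p = 1.9e-22, adjusted p = 0.0191 with an estimated correlation). Of 38 measured members, 2 (*Apoe* and *Cd52*) rose over all clusters, and 18 were higher and none lower when adjusted over the list alone. The adjusted p of *Apoe* was 0.0559 without P098_09_1504_538, 0.0626 without P098_14_1504_577, 0.0515 without P098_18_1504_581, 0.0766 without P098_11_1504-504 neg, 0.0905 without P098_06_1504_527, 0.101 without P098_10_1504_539 and 0.0731 without P098_13_1504_576, and that of *Cd52* 0.0526 without P098_10_1504_539. Over all alternatives they ran from 0.00608 to 0.397 and 0.00553 to 0.448. *Clec7a*, a receptor for fungal glucans, and *Lpl*, lipoprotein lipase, had log2 fold changes of 0.95 and 0.93, with adjusted p-values from limma over the list alone of 0.0112 and 0.0112. These 2 genes were singled out after their values were seen. The list mean was 7.21 ± 0.39 (SD, n = 6) in Cre/+ TAM and 6.67 ± 0.06 (SD, n = 6) in +/+ TAM. It was 7.91 and 7.45 in the Cre/+ TAM mice P098_07_1504_529 and P098_09_1504_538 and 6.94 to 7.03 in the other 4. Without this pair, chosen after the values were seen, the mean log2 difference went from 0.54 to 0.31 (adjusted p = 0.00223 with an estimated correlation). The study names 6 members, so the count is not independent evidence. The 32 others gave a camera adjusted p of 0.0294 with an estimated correlation and a mean log2 difference of 0.35, and 27 of them had positive fold changes. Markers of border-associated macrophages rose beside this list.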

Among the markers suggesting microglia activation, *Cd74* and *Cd52* were upregulated in *Tgfbr2*-deficient microglia in vivo. 

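*Cd52*, a gene of a small surface glycoprotein of leukocytes, rose from 7.07 ± 0.22 (SD, n = 6) in +/+ TAM to 8.09 ± 0.30 (SD, n = 6) in Cre/+ TAM. This is a log2 fold change of 1.02 (standard error 0.14, adjusted p = 0.0113 from limma, not called without P098_10_1504_539 at 0.0526), and all 6 Cre/+ TAM mice lay above every control mouse. It lies on chromosome 4 from 134082448 to 134095082. *Cd74* had a log2 signal of 7.88 ± 1.53 (SD, n = 6) in Cre/+ TAM, 6.05 ± 0.59 (SD, n = 6) in +/+ TAM and 6.21 ± 0.92 (SD, n = 3) in Cre/+ OIL. The *Cd74* difference had an adjusted p of 0.514 over all clusters and 0.00868 when adjusted over the list alone, among the class II genes that the study partly chose from these arrays. Above every +/+ TAM mouse lay 4 of 6 Cre/+ TAM mice. Without the pair of mice P098_07_1504_529 and P098_09_1504_538, the log2 fold changes were 1.00 for *Cd74* and 0.83 for *Cd52*. Border-associated macrophage markers rose in the same mice.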

Interestingly, treatment of microglia with recombinant TGFβ1 in vitro resulted in strong downregulation of Cd74 and Cd52 (Supplementary Fig. 4B). Both CD74 ^36,37^ and CD52 ^38^ have been reported to be upregulated in activated microglia in neuropathologic conditions. CD74, also known as the MHC class II invariant chain, acts as an MHCII chaperone and indicates increased antigen presentation. Moreover, CD74 has been identified as the receptor for MIF (macrophage migration inhibitory factor) triggering activation of ERK, MAPK, and NfκB signalling and, thus, increasing the release of proinflammatory cytokines thereby fostering immunological reactions^39^. Interestingly, the small glycoprotein CD52 has recently been shown to limit NfκB signalling in macrophages resulting in inhibition of proinflammatory cytokine production^40^. Moreover, *Cybb*, also referred to as Nox2 or gp91phox and *Tnf* were significantly upregulated after the abrogation of TGFβ signalling in microglia. Both candidates have been extensively demonstrated to be involved in microglia-mediated neuroinflammation and neurodegeneration^41,42^. However, although several upregulated genes suggest microglia activation, several genes which have been shown to exert anti-inflammatory effects also display increased expression. 

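*Cybb*, the gene of the catalytic subunit of the phagocyte NADPH oxidase, had a log2 signal of 6.50 ± 1.56 (SD, n = 6) in Cre/+ TAM, 4.14 ± 0.38 (SD, n = 6) in +/+ TAM and 4.22 ± 0.62 (SD, n = 3) in Cre/+ OIL. All 6 Cre/+ TAM mice lay above every control mouse. The log2 fold change against +/+ TAM was 2.36 (standard error 0.52, unadjusted p = 0.000293 and adjusted p = 0.18 from limma). When adjusted over the list alone, among the genes of primed microglia, its p was 0.00278. *Tnf* had a log2 signal of 7.86 ± 0.79 (SD, n = 6) in Cre/+ TAM, 6.74 ± 0.63 (SD, n = 6) in +/+ TAM and 6.86 ± 1.44 (SD, n = 3) in Cre/+ OIL, with an unadjusted p from limma of 0.0183 against +/+ TAM. Above every +/+ TAM mouse lay 3 of 6 Cre/+ TAM mice. Without the pair of mice P098_07_1504_529 and P098_09_1504_538, *Cybb* rose by 1.37 (adjusted p = 0.0343, a choice made after the values were seen), and over all alternatives its adjusted p ran from 0.00381 to 0.748.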

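In Cre/+ TAM against +/+ TAM, the log2 fold changes were 1.83 (standard error 0.63) for *Wfdc17*, 2.18 (standard error 0.57) for the acyloxyacyl hydrolase gene *Aoah*, which inactivates lipopolysaccharide, and 1.91 (standard error 0.55) for the mannose receptor gene *Mrc1*. *Mrc1*, also a marker of border-associated macrophages, reached 7.28 ± 1.70 (SD, n = 6) in Cre/+ TAM against 5.36 ± 0.24 (SD, n = 6) in +/+ TAM. All 6 Cre/+ TAM mice lay above every control mouse in *Mrc1*, 6 in *Aoah* and 4 in *Wfdc17*. The adjusted p-values from limma for *Wfdc17*, *Aoah* and *Mrc1* were 0.639, 0.349 and 0.466 over all clusters. Among settings chosen after the values were seen, *Aoah* was called without P098_07_1504_529 and P098_09_1504_538 (adjusted p = 0.00769) and with the range of animal numbers as a block (adjusted p = 0.039), and *Wfdc17*, *Aoah* and *Mrc1* in the lower range alone (adjusted p = 0.0173, 0.0117 and 0.0233). Over all alternatives these p-values ran from 0.0173 to 0.965, 0.00769 to 0.849 and 0.0233 to 0.849. Among 20 genes of alternative activation they were 0.0493, 0.0131 and 0.0202 when adjusted over the list alone. The list rose (camera adjusted p = 8.73e-08, adjusted p = 0.0761 with an estimated correlation), with 0 members passing over all clusters and 4 higher when adjusted over the list alone. These are the 4 that the study names (*Ms4a4a* is the other), so this is not independent evidence. With these 4 left out, a choice made after the values were seen, the mean log2 difference of the list went from 0.70 to 0.32 (adjusted p = 0.15 with an estimated correlation). Without the pair of mice P098_07_1504_529 and P098_09_1504_538, chosen after the values were seen, *Wfdc17*, *Aoah* and *Mrc1* were at 0.67, 1.10 and 0.91, and the mean log2 difference of the list went from 0.70 to 0.26. With an estimated correlation its adjusted p was 0.00579 without them, and with 1 mouse left out 0.0395 without P098_07_1504_529 and 0.0488 without P098_19_1504_583. Border-associated macrophage markers moved the same way as this list.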

*Wfdc17* as a counter-regulator of activated microglia^43^, *Ms4a4a* recently described as a novel M2-like marker in macrophages^44^, *Aoah* as a scavenger clearing and catabolizing free lipopolysaccharide^45^, or *Mrc1* as one of the most prominent M2-like markers^46^ indicate that *Tgfbr2*-deficient microglia also display anti-inflammatory properties. It is likely that these genes might be upregulated in order to compensate and counteract microglia activation and it is further unclear which of the affected genes are direct TGFβ target genes in microglia. Although some of these genes are downregulated after treatment of microglia with recombinant TGFβ1 (Supplementary Figures 4B and 5B), a thorough study identifying TGFβ target genes will gain our understanding of the TGFβ1-mediated regulation of microglia activation states. It remains further to be evaluated whether the observed microglia activation in *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ mice impairs neuronal survival and/or functions. Numbers of cortical NeuN^+^ neurons in *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ mice were not altered compared to control mice (Fig. 2h), but effects on distinct neuron subpopulations and possible impairments of their functional properties especially during aging of mice remain to be addressed.

The involvement of TGFβ1 in the regulation of microglia activation and, thus, mediating resolution of neuroinflammation and promoting neuroprotection has been demonstrated in models for neurodegenerative diseases including AD^47,48^ and PD^49^. Moreover, recent reports indicate that TGFβ1 is secreted by distinct cell populations such as astrocytes and mesenchymal stem cells to modify microglia functions^50,51^. However, the crosstalk between different CNS cells via TGFβ secretion and subsequent paracrine and/or autocrine effects is only partially understood. Whereas neurons are the major source of TGFβ1 under physiological conditions, microglia and to a lesser extent astrocytes increase expression of TGFβ1 in a middle cerebral artery occlusion model^52^. Interestingly, the levels of microglial *Tgfbr1* and *Tgfbr2* expression seem to be very low under basal conditions and rapidly increase in the same ischaemia model^53^. These observations indicate that microglia are more sensitive to TGFβ1 during their reactive states, thus, resulting in temporal and spatial limitations of TGFβ1-mediated effects on microglia. Microglia-specific conditional gene targeting has been a challenge in the past and attempts to silence TGFβ signalling using *LysM*^*Cre*^*,Tgfbr2*^*fl/fl*^ mice resulted in targeted deletion in monocyte-derived cells but not in CNS resident microglia^54^. Using *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ mice, we have clearly demonstrated an inducible microglia-specific deletion of Tgfbr2 and the fact that mutant mice do not show impaired survival and microglia maintenance offers the opportunity to study microglial TGFβ signalling in a variety of neurodegenerative disease models. Moreover, TGFβ signalling in microglia can be further analysed at different postnatal time points including aging where impaired microglial TGFβ signalling has been suggested to be linked with age-dependent microglia activation^55^. Taken together, the present study underlines the importance of TGFβ signalling for the regulation of microglia activation in vivo and in vitro and further introduces *Cx3cr1*^*CreERT2*^*:R26-yfp,Tgfbr2*^*fl/fl*^ mice as a powerful tool to study TGFβ-mediated effects during physiological and pathological functions of microglia in the CNS.

## Methods

### Mice

The generation of *Cx3cr1*^CreERT2^ mice has been described recently^22^. *Cx3cr1*^CreERT2^ mice were genotyped by PCR using the forward primer 5′-CCT CTA AGA CTC ACG TGG ACC TG-3′, the reverse primer 5′-GAC TTC CGA GTT GCG GAG CAC-3′ and specification primer 5′-GCC GCC CAC GAC CGG CAA AC-3′ which amplify a 304 bp fragment from the transgenic *Cx3cr1* locus. Mice carrying *loxP*-site-flanked (floxed) alleles of the *Tgfbr2* gene^56^ were crossed to the *Cx3cr1*^CreERT2^ line. *R26-yfp* mice (B6.129×1-Gt(ROSA)26Sortm1(EYFP)Cos/J)^57^ were additionally crossed into the *Cx3cr1*^*CreERT2*^*:Tgfbr2*^*fl/fl*^ mouse line. For induction of Cre recombinase activity, 6−8-week-old *Cx3cr1*^CreERT2^ mice were treated with 8 mg tamoxifen (TAM, T5648, Sigma-Aldrich, Germany) solved in 200 µl corn oil (C8267, Sigma) injected subcutaneously and intraperitoneally at two time points 48 h apart. For all experiments, littermates carrying the respective *loxP*-flanked alleles but lacking expression of Cre recombinase (+/+ TAM) or not receiving tamoxifen (cre/+ OIL) were used as controls. Male mice have been used throughout the study. All animal experiments were approved by the Federal Ministry for Nature, Environment and Consumers’ Protection of the state of Baden-Württemberg and were performed in accordance to the respective national, federal and institutional regulations.

### Microglia isolation

Mice were deeply anaesthetised by an intraperitoneal injection of ketamine (75 mg/kg) and Rompun (5.8 mg/kg) and perfused with ice-cold phosphate-buffered saline (PBS). The brains were removed from the skulls and meninges were removed by rolling over absorbent paper. Brains were collected in cold dissection buffer, homogenised with a glass homogeniser and filtered through 75 μm cell strainers. Cells were washed with 30 ml HBSS and centrifuged 12 min, 300 × *g*, 4 °C. For density gradient centrifugation, the pellet was re-suspended in 5 ml 37% Percoll (P1644, Sigma-Aldrich) in PBS, underlaid with 4 ml 70% Percoll and overlaid with 4 ml 30% Percoll in a 15 ml Falcon Tube. The gradient was centrifuged for 40 min, 600 × *g*, 15 °C, without breaks. Afterward, the cell layer was transferred to PBS+ 1% FCS and centrifuged for 5 min, 200 × *g*, 4 °C.

### Primary cultures

Cells were prepared from newborn mice as described previously^15^. For induction of Cre recombinase activity, OH-TAM (H7904, Sigma-Aldrich, Germany) was applied at a final concentration of 1 μM at least 3 days before analysis. Microglia were kept in serum-free medium for 2 h, stimulated with TGFβ1 (5 ng/ml) for 2 h and either subsequently fixed in 4% paraformaldehyde (PFA) and processed for fluorescence microscopy or harvested in PBS for gene expression and protein analysis.

### Fluorescence microscopy

After transcardial perfusion with PBS and 4% PFA, brains were post-fixed in 4% PFA for additional 24 h, embedded in 5% agarose, and 50 μm vibratome sections were prepared. Cultured cells were fixed with 4% PFA. Sections and cultured cells were then blocked with PBS containing 5% bovine serum albumin and permeabilized with 0.1% Triton X-100. Primary antibodies were added overnight at a dilution of 1:500 for anti-Iba1 (019-19741, WACO, Japan), 1:1000 for anti-GFP (600-106-215, Rockland Immunochemicals Inc., Gilbertsville, USA), 1:200 for anti-SMAD1/2/3 (sc-7960, Santa Cruz) and 1:200 for anti-SMAD4 (sc-7966, Santa Cruz) at 4 °C. Secondary antibodies were added as follows: Alexa Fluor 488 and Alexa Fluor 568, 1:500, for 2 h at room temperature. Nuclei were counterstained using DAPI. Iba1^+^ microglia were counted in at least three cortical areas (500 × 500 µm) of each animal in the maximum intensity projection of 50 µm thickness. In cultured cells, SMAD1/2/3^+^ and SMAD4^+^ microglia were counted in three visual fields at ×20 magnification. SMAD^+^ cells were set in relation to all DAPI^+^ cell. The number of cells and the examined areas were determined using a Zeiss AxioImage M2 microscope (ZEISS, Göttingen, Germany).

### Three-dimensional reconstruction of microglia

Free-floating 50-μm vibratome sections from adult brain tissue were stained overnight with anti-IBA1 (1:500) at 4 °C, followed by Alexa Fluor 568-conjugated secondary antibody at a dilution of 1:500 for 2 h at 20–25 °C. Nuclei were counterstained with DAPI. Imaging was performed on a Leica TCS SP8 confocal laser scanning microscope with a ×20 oil immersion objective and the LAS AF image analysis software. *Z*-stacks with 1.1-μm steps in the *z* direction, 1024 × 1024 pixel resolution, were analysed using Imaris software (Bitplane). Microglia from cortices (layers 2–5) corresponding to bregma levels −2 to −4 were used for the analysis.

### Flow cytometry

Cells were stained with primary antibodies directed against CD11b (1:20, 53-0112-82, eBioscience), CD206 (5 µl, FAB2535C, R&D Systems), CD36 (5 µl, MCA2748A647, AbD Serotech), CD45 (1:20, 17-0451-82, eBioscience), CD86 (5 µl, MCA2463PE, AbD Serotech), F4/80 (5 µl, MCA497A488, AbD Serotech), MHCII (10 µl, MCA2401P647, AbD Serotech) at 4 °C for 15 min. An Fc receptor blocking antibody (TrueStain fcX, 101319, Biolegend) was used to avoid unspecific antibody binding. Cells were washed and analysed using a BD Accuri C6 flow cytometer or sorted by BD Cell Sorter FACS Aria Fusion and BD Cell Sorter FACS Aria III.

### qRT-PCR

RNA of microglia was isolated using PicoPure™ RNA Isolation Kit (KIT0202, Arcturus) according to the manufacturer’s protocol. Samples were treated with DNaseI (79254, Qiagen) and RNA was transcribed into cDNA using High Capacity RNA-to-cDNA Kit (4387406, Life Technologies). Five microlitres cDNA was transferred into a 96-well Multiply PCR plate (MLL 9601, Biorad) with 15 μl GoTaq® qPCR Master Mix (A6002, Promega). RT-PCR reactions were performed as described recently^33^. Primers *Tgfbr2*for 5′-TAACAGTGATGTCATGGCCAGCG-3′, *Tgfbr2*rev 5′-AGACTTCATGCGGCTTCTCACAGA-3′, *Gapdh*for 5′-ATGACTCTACCCACGGCAAG-3′, *Gapdh*rev 5′-GATCTCGCTCCTGGAAGATG-3′, *iNos*for 5′-CAAGAGTTTGACCAGAGGACC-3′, *iNos*rev 5′-TGGAACCACTCGTACTTGGGA-3′, *Tnfα*for 5′-GACCCTCACACTCAGATCAT-3′, *Tnfα*rev 5′-TTGAAGAGAACCTGGGAGTA-3′.

### Western blot analysis

Tissues or cells were extracted in RIPA buffer (#9806, New England Biolabs). Samples were separated by SDS-PAGE and immunoblotted using antibodies to pSMAD2 (1:500, 3101s, Cell Signaling) and GAPDH (1:100, 2118, Cell Signaling). Quantification was performed using ImageJ software. Uncropped scans of the blots are presented in Supplementary Fig. 2D.

### Protein arrays

Primary microglia were counted and plated with equal numbers on 3 cm cell culture dishes for 24 h. The cells were then washed once with PBS and given serum-free medium. After 24 h, cells were lysed and used for the PathScan® Immune Cell Signalling Antibody Array Kit (13792, Cell Signalling Technologies) and the supernatant was used for Proteome Profiler Mouse Cytokine Array Kit (ARY006, R&D) according to the manufacturer’s protocols.

### RNA Seq

Total RNA was extracted from FACS sorted microglia cells using Picopure RNA extraction kit (Life Technologies) according to the manufacturer’s protocol. Isolated RNA was controlled for quantity and determination of an RNA integrity score (RIN) using RNA pico chips on a Bioanalyzer 2100 (Agilent). Sample preparation for microarray hybridisation was carried out as described in the NuGEN Ovation Pico WTA System V2 and NUGEN Encore Biotin Module manuals (NuGEN Technologies, Inc, San Carlos, CA, USA). In brief, between 0.4 and 2.5 ng of total RNA was reverse transcribed into double-stranded cDNA in a two-step process, introducing an SPIA tag sequence. Bead purified cDNA was amplified by an SPIA amplification reaction followed by an additional bead purification. 3.0 µg of SPIA cDNA was fragmented, terminally biotin-labelled and hybridised to an Affymetrix Mouse Gene 2.0 ST Array Plate. For hybridisation, washing, staining and scanning an Affymetrix GeneTitan system, controlled by the Affymetrix GeneChip Command Console software v4.2, was used. Sample processing was performed at an Affymetrix Service Provider and Core Facility, “KFB—Center of Excellence for Fluorescent Bioanalytics” (Regensburg, Germany; www.kfb-regensburg.de). Differential Gene Expression Analyses were performed using DAVID^24^.

### Statistics

All statistical analysis was performed using GraphPad Prism 6. Values are expressed as means ± standard error of the mean (SEM). Significance was assessed using a 95% confidence level. G*Power 3.1 (University Düsseldorf, Germany) was used to determine sample sizes. Unpaired, two-tailed, parametric *t* tests were used for comparison of two sets of absolute values. “One-sample *t* tests” are used for values expressed as fold changes, where the analysed value was compared to the hypothetical value 1. One-way ANOVA with correction for multiple comparisons was used for three or more sets of absolute values. Tukey multiple comparison test was used to compare all groups with each other. Two-way ANOVA was used in protein arrays to consider both changed and overall protein levels.

## Electronic supplementary material

Supplementary Information

Peer Review File

## Data Availability

RNAseq as well as microarray data have been deposited to NCBI GEO and are available as accession numbers GSE115652 (TGFβ1-treated primary microglia, microarray data) and GSE115757 (Tgfbr2-deficient microglia, sorted, RNAseq). The data that support the findings of this study are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

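Gene expression of microglia was measured on 15 Affymetrix Mouse Gene 2.0 ST arrays, 6 of Cre/+ TAM, 6 of +/+ TAM and 3 of Cre/+ OIL mice. The paper's results speak of RNAseq, while its methods and the deposited values describe these arrays. The paper describes sorting of YFP+/CD45low cells from the tamoxifen-injected Cre mice and of CD11b+/CD45low cells from the +/+ mice, and states no gate for Cre/+ OIL. The sample labels give CD11b+/CD45low for all groups. Conditions were taken from the sample labels, and each array is 1 mouse by its own animal number. The arrays P098_04_1504_495_neg, P098_05_1504_506_neg and P098_11_1504-504 neg carry neg in their titles, which no source used here explains.

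The authors amplified and labelled the RNA, scanned the arrays and deposited log2 signals normalized by RMA, with software and version not given in the sources used here. The authors also deposited fold changes as signed scores (below 0 for a fall). In the authors' deposited table of all clusters the p-values are unadjusted and equal those of an unpaired test on the log2 signals to within 5.83e-12. The authors' deposited tables of single comparisons give p-values from an analysis of variance and p-values adjusted for the false discovery rate, and from these tables only the numbers of listed probe sets are given here. Of 34390 transcript clusters, 32471 had a gene symbol and were tested, 1919 had none, and 128 had several and were named nowhere. A second deposited table holds 41345 probe sets, 6955 of them only there, and the log2 values of the shared ones differ by at most 0.005. The genome build is not given in the sources used here, and coordinates are as in the deposited annotation. No depth applies to arrays, and their number limits the precision.

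With R 4.3.3 and limma 3.58.1, lmFit and eBayes were fitted to all 15 arrays with a mean per group, and 3 contrasts were tested two-sided. Calls were made at a Benjamini-Hochberg adjusted p under 0.05 over the tested clusters, and the study's threshold was a fold of at least 2 with an unadjusted p under 0.05. For gene lists, the cluster with the highest mean signal stood for each of 30884 genes. In all, 29 lists (17 gene lists and 12 lists of cell type markers and sex genes) were tested with camera (preset correlation 0.01), adjusted over the lists of a comparison, and again with an estimated correlation and with fry. Means per mouse were compared with exact permutation tests (two-sided), whose smallest p is 0.00216 for 6 against 6 and 0.0119 for 6 against 3. Fold changes against the 2 controls share the Cre/+ TAM arrays, so 100 sets of unchanged groups were simulated with independent noise in each cluster. The Cre/+ TAM arrays were also split 20 times into sets of 3.

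The lists, tests, groups and most alternatives were fixed before the data were examined. The text names the called genes with the largest rise and fall (up to 10 each), up to 4 passing members per list or the 2 with the largest change where none passes, and the genes that the study names. Other genes are marked as chosen after their values were seen. The alternatives were median centring, quantile normalization, the second deposited table, only clusters above the median signal, clusters without a symbol included, 1 cluster per gene, a trended and robust eBayes, array weights, only the arrays of the 2 groups, both control groups together, an adjusted p at the same fold, the arrays with neg left out, each array left out in turn, and the methods' unpaired test. Added after seeing the data were the 2 ranges of animal numbers in the labels as a block and each alone, leaving out P098_07_1504_529 and P098_09_1504_538, and leaving out the list members that the study names.

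The fit was tested on simulated data with 200 changed clusters of 32471 and known log2 changes. The noise of a cluster was equal in all groups, and the change was the same in every mouse of a group. For Cre/+ TAM against +/+ TAM it recovered 34.3% of the clusters changed by 0.5, 95.5% of those changed by 1 and 100% of those changed by 2, with 7 false among 160 calls. For Cre/+ TAM against Cre/+ OIL it recovered 16.4% of the clusters changed by 0.5, 89.6% of those changed by 1 and 100% of those changed by 2, with 8 false among 145 calls. For +/+ TAM against Cre/+ OIL it recovered 14.9% of the clusters changed by 0.5, 85.1% of those changed by 1 and 100% of those changed by 2, with 11 false among 144 calls. These shares do not hold for genes whose change differs between mice. On the arrays *Ms4a7* and *Ms4a4a* had log2 fold changes of 3.27 and 3.00 against +/+ TAM and were not called (limma adjusted p = 0.104 and 0.18). Over 50 simulated runs, camera found the changed list in 50 and called an unchanged list in 4, and in 0 runs with no changed list. Genes varied independently in these runs, while the correlation estimated within a list on the arrays reached 0.72. The runs therefore do not test the preset correlation of 0.01. Annotation terms of the clusters, and enrichment of such terms, were not used here.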

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

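The tests on 2 mice that stand apart and on *Cx3cr1* in this part were chosen after the results were seen.

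In the 62 clusters higher at the study's threshold, the Cre/+ TAM mice P098_07_1504_529 and P098_09_1504_538 had means of 8.07 and 7.14, apart from the other 4 Cre/+ TAM mice (5.57 to 5.71), which lay above the highest control mouse at 4.92. Stress of dissociation is argued against as the whole cause by the Cre/+ OIL mouse P098_08_1504_530, absent from the fold that chose these clusters. Its mean over 24 dissociation genes was 9.03, above both mice (8.63 and 8.85), and its mean in these clusters was 4.92, but this is 1 mouse. The +/+ TAM mouse P098_06_1504_527, at 8.87 and at least 2.34 below both mice, adds little, since the clusters were chosen as lower in +/+ TAM. A shift of all mice with the lower animal numbers is argued against too. The +/+ TAM mice of the lower and higher range differed by a median of 0.0355 (exact permutation test, two-sided, p = 0.9) and the Cre/+ TAM mice by 2.04. The choice favours clusters that vary little within +/+ TAM, but the 3 Cre/+ OIL mice, all of the lower range, were also at only 4.82 to 4.92. In P098_07_1504_529, 15 markers of border-associated macrophages that the study does not name, 4 of them also on the list of alternative activation, lay above the mean of the other 4 Cre/+ TAM mice by a median of 1.74, against at most 0.0533 in the 13 other mice. Of them, 11 were highest in this mouse (*Clec4n* 7.83 against 3.33, the abundant *Stab1* 9.70 against 8.50). Not all rose: *Cd209f* and *Cd209g* lay below the other 4 (3.04 against 3.28 and 2.98 against 3.22), and *Cbr2* hardly differed (4.46 against 4.44). RNA of these cells may contribute there, although the CD45low gate is meant to leave them out and *Stab1* and *Maf* were at 8.36 and 8.83 in the control mice too. In P098_09_1504_538 the same median was 0.0514 over markers that went both ways (5 of them, *Clec4n* at 5.05 among them, lay above all 13 mice outside the pair, and *Siglec1* at 4.55 lay below the 4.90 of the other 4), which leaves this source open there. The degree of deletion in each mouse was not tested and stays open for both.

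*Cx3cr1* was lower in both Cre/+ groups than in +/+ TAM, by a difference of -0.43 on the log2 scale in Cre/+ TAM and -0.29 in Cre/+ OIL. A lower signal of microglial genes in general is argued against, since *Cx3cr1* minus the mean of the 7 other microglia genes was lower in Cre/+ TAM than in +/+ TAM by a difference of -0.48 (exact permutation test, two-sided, p = 0.00216). Deletion of *Tgfbr2* after tamoxifen is argued against as the whole cause, since the Cre/+ OIL mice, which had no tamoxifen, also lay below +/+ TAM in this measure, by a difference of -0.38 (exact permutation test, two-sided, p = 0.0119, the smallest that 6 mice against 3 allow), while a further effect of the deletion stays open, with a difference between Cre/+ TAM and Cre/+ OIL of -0.10 (exact p = 0.214). The Cre sequence replaces 1 copy of the gene in both Cre/+ groups, and its loss could account for the lower values, as this same p of 0.0119 would need. It stays open, since *Cx3cr1* itself gave an exact two-sided p of 0.0952 between Cre/+ OIL and +/+ TAM and these groups also differ in tamoxifen. By the paper's account Cre/+ TAM and +/+ TAM differ in the gate, and it states no gate for Cre/+ OIL.

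Values far from the rest of their group were looked for with Dixon's test in 144 combinations of Cre/+ TAM or +/+ TAM with a list or gene. Cre/+ OIL, with 3 mice, was not tested. Chance marks about 1 in 20 groups, 7.2 here, and 14 were found. In the Cre/+ TAM mouse P098_07_1504_529, the 8 microglia genes averaged 9.80, the wider list of resting microglia 8.93, *Csf1r* was at 11.01 and *P2ry12* at 11.02, each the lowest of the group, with the next mouse at 10.19, 9.30, 11.27 and 11.30. The same mouse was the highest of the group in the border-associated macrophage markers (6.88), the sex-linked genes (6.90), *C920009B18Rik* (6.58), *Apoe* (7.24) and *Cp* (7.70, next 5.35). The Cre/+ TAM mouse P098_09_1504_538 was the lowest in oligodendrocyte markers (4.199, next 4.32). The +/+ TAM mouse P098_10_1504_539 was the highest of its group in neutrophil markers (5.50, next 4.45). In the untested Cre/+ OIL group P098_08_1504_530 was at 5.98 in these markers, against 4.07 and 4.04 in the others. The +/+ TAM mouse P098_13_1504_576 was the highest in neuron markers (4.28), oligodendrocyte markers (4.62) and *Ms4a14* (2.59).

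Among 6955 probe sets that are unnamed here and that the paper does not report on, 5 (with 3 distinct sets of values) had every Cre/+ TAM mouse above every control mouse by a wide gap. Probe set 17549014 had a mean of 9.44 in Cre/+ TAM and at most 6.13 in any control mouse, and probe set 17549072 9.04 and at most 6.33.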

How the results depend on the processing

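The alternatives that use the ranges of animal numbers, leave out P098_07_1504_529 and P098_09_1504_538 together or leave out the list members that the study names were chosen after seeing the data, and the others were fixed earlier. For each change below the cause was not tested.

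The 8 calls of Cre/+ TAM against +/+ TAM became 18 against both control groups together, 3 without the 3 arrays with neg in their titles, 1 with the methods' unpaired test after Benjamini-Hochberg, 16 without P098_07_1504_529 and P098_09_1504_538 (5 of the 8 among them), 51 with the range of animal numbers as a block (8 among them), 3 in the higher range alone and 87 in the lower range alone. The 66 clusters at the study's threshold became 6 at an adjusted p, 1 with the methods' unpaired test after Benjamini-Hochberg, 31 without P098_07_1504_529 and P098_09_1504_538, 36 in the higher range and 350 in the lower range. The 4 lower ones among them became 11 against both control groups together, 2 with array weights, 11 in the higher and 68 in the lower range, and 2 to 9 with 1 mouse left out. Against Cre/+ OIL limma called 6 clusters without the neg arrays, 3 without P098_07_1504_529 and P098_09_1504_538, 21 with the block and 84 in the lower range, in place of 0. Against both controls it called 1, 3, 16 and 62 under the same settings, in place of 0. Between +/+ TAM and Cre/+ OIL it called 3 without the neg arrays, in place of 0. The 16 lists against +/+ TAM became 7 with an estimated correlation and 9 with fry. The 13 lists against Cre/+ OIL became 0 with an estimated correlation, with fry (0) and with an exact permutation test of the list mean (0). In the exact test no list could pass alone after adjustment, since its smallest p is 0.0119 for 6 mice against 3. Between +/+ TAM and Cre/+ OIL, 9 lists were called without the neg arrays and 2 with the block, in place of 0. The correlation of the fold changes against the 2 control groups was 0.608 over the clusters above the median signal, in place of 0.555. Over the 8 called in either comparison it was 0.982. These are the 7 higher and 1 lower calls against +/+ TAM, and both fold changes share the Cre/+ TAM mice. A high value there follows largely from the choice.

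Leaving out 1 mouse at a time gave 2 to 15 calls and 41 to 91 clusters at the study's threshold against +/+ TAM, 0 to 3 calls against Cre/+ OIL, 0 to 1 against both controls and 0 to 0 between the control groups. Lists called numbered 14 to 17 against +/+ TAM, 13 to 17 against Cre/+ OIL and 0 to 10 between the control groups, where 10 came without P098_04_1504_495_neg, 2 without P098_10_1504_539 and 1 without P098_05_1504_506_neg or P098_08_1504_530. The mean difference of the 8 microglia genes ran from -0.06 to 0.07 with 1 mouse left out. Over the other alternatives it ran from -0.17 in the lower range, which holds too few mice to pass the exact test, to 0.08 without P098_07_1504_529 and P098_09_1504_538, and it passed under none. Of 3713 values of 125 named genes, 3602 kept their direction and side of the threshold, 69 were no longer called, 42 were newly called and 0 reversed. Most of the 125 genes were not called in the main fit, and staying uncalled counted as kept. The 69 lost calls come from the 8 called genes alone. The other totals stayed within 1.5 times of those reported. The paper states that littermates served as controls, but the labels give no litter and the groups share no replicate numbers. No paired analysis was therefore possible. Signal over background limits what dim clusters can show.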

Differences from the paper's values

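At the study's threshold the paper's counts are 51 higher and 4 lower genes, and limma gave 62 and 4, within 1.5 times of each. The methods' unpaired test, set as an alternative before the data were examined, gave 51 and 4, all of which limma also called at that threshold.

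The paper states that *Csf1r*, *Cx3cr1*, *Fcrls*, *Olfml3*, *P2ry12*, *Sall1*, *Siglech* and *Tmem119* were not impaired. Of these 8, 7 did not pass over all clusters or when adjusted over the list alone, and *Cx3cr1*, with a log2 fold change of -0.43, passed only when adjusted over the list alone.

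The paper states that *Tnf* and *Cybb* were significantly higher. At the study's threshold both pass, while the adjusted p over all clusters was 0.734 for *Tnf* and 0.18 for *Cybb*. *Cybb* was called without P098_07_1504_529 and P098_09_1504_538 (adjusted p = 0.0343), with the range of animal numbers as a block (adjusted p = 0.0271) and in the lower range alone (adjusted p = 0.00381), all chosen after seeing the values, and no setting called *Tnf*. *Cybb* also passed when adjusted over the list alone. Of the 66 clusters at the study's threshold, 23 remained there without the pair of mice and 64 with the block.

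The paper lists *H2-Q5* and *H2-Q7* among genes related to MHC class II, and both are class I genes. It gives *H2-Q5* as higher, and of its 6 clusters 3 had positive log2 fold changes and 3, with identical values on every array, had -0.21. None was at an adjusted p under 0.05, and 1 was higher at the study's threshold (log2 fold change 1.14, unadjusted p = 0.0218 from limma).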

Other observations

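Cell cycle genes rose as a list in Cre/+ TAM against +/+ TAM (camera adjusted p = 2.35e-13, adjusted p = 0.0761 with an estimated correlation). Of 25 measured, 8 were higher when adjusted over the list alone and 0 over all clusters. *Cdkn1a*, an inhibitor of the cell cycle, had a log2 signal of 8.38 ± 1.13 (SD, n = 6) in Cre/+ TAM and 6.80 ± 0.60 (SD, n = 6) in +/+ TAM, and *Top2a*, the topoisomerase of dividing cells, 4.47 ± 0.78 (SD, n = 6) and 3.52 ± 0.36 (SD, n = 6). Without P098_07_1504_529 and P098_09_1504_538, a choice made after the values were seen, their log2 fold changes were 0.87 and 0.45, and the mean log2 difference of the list went from 0.38 to 0.14 (camera adjusted p = 0.000705, adjusted p = 0.0547 with an estimated correlation). *Top2a* was called in the lower range of animal numbers alone (adjusted p = 0.0173, 0.0173 to 1 over all alternatives). The list mean was 5.34 and 5.50 in the Cre/+ TAM mice P098_07_1504_529 and P098_09_1504_538 and 4.67 to 4.74 in the other 4, and markers of border-associated macrophages, whose mean was 6.88 and 5.52 in the same pair and 4.82 to 4.94 in the other 4, moved with it. With an estimated correlation the adjusted p of the cell cycle list was 0.0488 without P098_19_1504_583. Genes of the histones made during DNA replication rose as a list (camera adjusted p = 0.00129, adjusted p = 0.155 with an estimated correlation), with 4 of 14 higher and 1 lower when adjusted over the list alone and 0 over all clusters. *Hist1h1b* and *Hist1h3d* had log2 fold changes of 1.70 and 1.30. The border-associated macrophage markers rose beside this list too, but P098_07_1504_529, the highest mouse in them, was the lowest Cre/+ TAM mouse in the histones. Its histone mean was 3.88, and those of the other Cre/+ TAM mice were 4.18 to 4.63. Without P098_07_1504_529 and P098_09_1504_538, chosen after the values were seen, the mean log2 difference went from 0.40 to 0.48 (camera adjusted p = 8.92e-06, adjusted p = 0.0775 with an estimated correlation).

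Genes of heat shock and of the response to dissociation rose as a list (camera adjusted p = 0.00596, adjusted p = 0.572 with an estimated correlation), with 0 of 24 passing when adjusted over the list alone. Without P098_07_1504_529 and P098_09_1504_538, chosen after the values were seen, the mean log2 difference went from 0.20 to 0.02 (camera adjusted p = 0.726), and with 1 mouse left out the camera adjusted p was 0.175 without P098_09_1504_538, 0.311 without P098_11_1504-504 neg and 0.0588 without P098_13_1504_576. *Junb* and *Dusp1* had log2 fold changes of 0.58 and 0.43. Genes of TAK1, p38 and NF-kB signalling rose as a list (camera adjusted p = 0.0438, adjusted p = 0.448 with an estimated correlation), with 1 of 22, the adhesion receptor gene *Cd44*, higher by 0.49 when adjusted over the list alone. Border-associated macrophage markers rose beside the dissociation list and this one. The list of TAK1, p38 and NF-kB signalling went from 0.10 to 0.02 without the same pair (camera adjusted p = 0.522), and with 1 mouse left out its camera adjusted p was 0.127 without P098_07_1504_529, 0.172 without P098_09_1504_538, 0.0602 without P098_18_1504_581, 0.0512 without P098_11_1504-504 neg, 0.46 without P098_13_1504_576, 0.0994 without P098_15_1504_578 and 0.0709 without P098_17_1504_580. Without its 2 members that the study names, also chosen after the values were seen, its camera adjusted p was 0.0785. The 32 components and targets of TGFβ signalling gave a camera adjusted p of 0.917 in the same comparison, with none passing over all clusters or when adjusted over the list alone. *Id2* and *Tgif1* had log2 fold changes of 0.51 and 0.36, and *Map3k7*, which encodes TAK1, 0.03.

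The authors' deposited table lists 47 probe sets for Cre/+ TAM against +/+ TAM (37 higher and 10 lower). For Cre/+ TAM against Cre/+ OIL the authors' deposited table lists 58 (31 and 27), and for +/+ TAM against Cre/+ OIL 16 (5 and 11).

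A hypothesis formed after the data were seen, with its test set before its result was known, was that the fold changes of Cre/+ TAM against +/+ TAM are shared by the mice of the lower range of animal numbers (last numbers up to that of P098_10_1504_539) and those of the higher range (from that of P098_13_1504_576 on). No source calls these ranges batches. Across clusters, which are not independent replicates, the fold changes in the 2 ranges correlated at 0.19, the highest of all 350 regroupings of the labels within each range (exact one-sided p = 0.00286, highest other 0.17). All 62 clusters higher at the study's threshold had positive fold changes in both ranges, with medians of 2.60 in the lower and 0.78 in the higher range, a direction that is partly set by their choice from the same mice.

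Other splits of the same mice were tested for each count. Of Cre/+ TAM and +/+ TAM 100 splits were drawn. As many calls as the real 8 came from 1 split, the real one (highest other 2). As many clusters at the study's threshold as the real 66 came from 2 (highest other 71, with P098_07_1504_529 and P098_09_1504_538 on one side), and as many lists as the real 16 from 4 (highest other 18, median of the others 7). For the calls chance is unlikely but not excluded, since only part of the possible splits was drawn. For the other 2 counts these are under 5% of the drawn splits, but the 100 drawn place the share of all 462 possible splits only below 5.19% for the clusters and 8.01% for the lists (upper limits of exact hypergeometric 95% intervals, computed after the counts were seen), against 3.25% for the calls, so chance is not firmly excluded for them. For Cre/+ TAM against Cre/+ OIL, 27 of 84 splits gave as many lists as the real 13 (highest other 18, median of the others 10), so chance cannot be excluded. The real count was 0 for calls against Cre/+ OIL, for calls and lists between +/+ TAM and Cre/+ OIL, and for calls against both controls. Every split gives at least 0 (84 of 84, 84 of 84, 84 of 84 and 100 of 100), so the splits test nothing for these 4 counts. Their highest others were 7, 111, 13 and 0. The split with 111 calls set P098_04_1504_495_neg, P098_05_1504_506_neg, P098_11_1504-504 neg, P098_13_1504_576, P098_15_1504_578 and P098_17_1504_580 against the others, which points to a structure of these mice that was not tested further. The others, P098_06_1504_527, P098_10_1504_539 and P098_08_1504_530, had means over the dissociation genes of 8.87, 8.42 and 9.03. Those of the mice named first were 7.46 to 8.33. Whether this accounts for the calls was not tested.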
